# Comparative transcriptomics reveals differences in cortical cell type organization between metatherian and eutherian mammals

**DOI:** 10.1093/pnasnexus/pgag055

**Published:** 2026-04-16

**Authors:** Ryan Gorzek, Joshua T Trachtenberg

**Keywords:** neocortex, transcriptomics, comparative, evolution, column

## Abstract

The neocortex, a layered structure unique to mammals, supports higher-order functions, including perception, learning, and decision-making. While its laminar architecture is broadly conserved, the cell type–specific organization of the cortical column has not been compared across species that diverged early in mammalian evolution. To address this, we used single-nucleus RNA sequencing and spatial transcriptomics to compare gene expression, cell types, and laminar architecture in the primary visual cortex (V1) of metatherian (*Monodelphis domestica*) and eutherian (*Mus musculus*) mammals. We show that spatio-transcriptomic distinctions between supragranular (layer 2/3) and infragranular (layer 5) intratelencephalic neurons are more pronounced in mice, consistent with lineage-specific specialization. Mouse cortex also exhibits a lower relative density of parvalbumin-positive GABAergic neurons and redistributed perineuronal nets, consistent with altered constraints on plasticity. Together, these findings demonstrate substantial variation in the cellular and spatial organization of the cortical column across deeply diverged mammals, challenging the view that local cortical architecture is uniformly conserved.

Significance Statement The neocortex supports perception and flexible behavior in mammals, yet how its cellular composition varies across early mammalian divergences has not been directly examined. By comparing transcriptomic cell types and their spatial organization in the primary visual cortex of a metatherian (opossum) and a eutherian (mouse), we show that major classes and laminar structure are broadly conserved, but intratelencephalic neurons differ substantially. These differences are accompanied by shifts in inhibitory circuitry and extracellular scaffolding, indicating divergent modes of cortical organization and plasticity across mammalian lineages. Our findings challenge the assumption that neocortical columns are uniformly conserved and identify specific cellular populations that vary across deeply diverged therian mammals.

## Introduction

The neocortex is a hallmark of mammalian evolution, enhancing perception and action through its characteristic laminar and columnar organization (1, 2). Central to its evolutionary elaboration is cortical arealization, the subdivision of cortex into specialized functional regions that scale computational capacity as brains enlarge (3–6). In contrast, comparative studies of cellular organization along the cortical depth—often termed a column—have emphasized the conservation of laminar structure, projection patterns, and major neuronal subclasses (7, 8). This has shaped the prevailing view that columnar architecture is conserved across mammalian lineages (9), with primate V1 representing a notable exception (10–12). Whether core features of the cortical column vary across the earliest divergences in mammalian evolution has not been directly examined.

The earliest divergence within Theria—the split between metatherians (marsupials) and eutherians (placentals) ∼160–180 million years ago (13–15)—provides an opportunity to examine differences in cortical organization across a deep phylogenetic divide. The gray short-tailed opossum (*Monodelphis domestica*), a metatherian mammal, retains several features often interpreted as reflecting the ancestral therian brain, such as prolonged postnatal development and a lissencephalic neocortex (16–22). However, like all extant mammals, opossums represent the outcome of tens of millions of years of independent evolution and cannot be treated as proxies for ancestral states.

Because the neocortex evolves under lineage-specific developmental and ecological constraints, comparisons between extant mammals cannot reconstruct ancestral cortical organization or localize changes to a specific divergence point. Instead, such comparisons can identify conserved and labile features, constraining hypotheses about evolutionary stability in cortical organization. Comparative transcriptomic studies have established relationships among neocortical cell types within Euarchontoglires (rodents and primates) (23) and between the neocortex and the dorsal pallium of birds, reptiles, and amphibians (24–28). However, cortical cell type organization in metatherian mammals remains largely unexplored, limiting our understanding of the conservation of neocortical cell types and architecture across Theria.

To address this gap, we used single-nucleus RNA sequencing (snRNA-seq) and spatial transcriptomics (Stereo-seq) to compare the primary visual cortex (V1) of *Mo. domestica* and the laboratory mouse (*Mus musculus*). Mice were selected as a placental comparator based on both biological and practical considerations; in contrast to primates, mice share several broad life history and ecological features with opossums, including nocturnality, short lifespan, and small body size. These shared constraints reduce the likelihood that differences in cortical organization arise solely from disparities in sensory ecology or longevity. Accordingly, mice serve as a well-characterized reference point within Eutheria, rather than a proxy for placental mammals as a whole. Retinal cell types have been characterized in both species, revealing broadly conserved classes of retinal ganglion cells and thus comparable visual information streams relayed through the thalamus to V1 (29).

Although observed differences may reflect lineage-specific adaptations and do not support clade-level generalization, our data show that intratelencephalic (IT) glutamatergic neurons differ markedly in transcriptomic identity and spatial organization between opossums and mice, despite broad conservation of major neuronal subclasses and laminar organization. Consistent with the concept of evolutionary specialization and division of labor (30–32), opossum V1 exhibits more generalized IT neuron identities, whereas mouse V1 displays sharper spatio-transcriptomic distinctions among IT populations. In addition, differences in inhibitory interneuron populations and perineuronal net (PNN) distribution suggest altered constraints on cortical plasticity, including shifts in magnitude and laminar localization (33–35). Together, these findings demonstrate that substantial variation in cortical cellular architecture exists across deeply diverged mammalian lineages and highlight IT neuron populations as a major axis of evolutionary divergence.

## Results

### A single-nucleus transcriptomic atlas of the primary visual cortex in the gray short-tailed opossum

We generated an snRNA-seq atlas of the adult gray short-tailed opossum (*Mo. domestica*) V1 using 10× Chromium (Fig. 1A and B, see Methods). Tissue from both hemispheres was collected from two animals, pooled by animal, and used to generate four transcriptomic libraries. After preprocessing (see Methods, Fig. S1H–S), we obtained 32,764 high-quality nuclear transcriptomes (Fig. 1C). We compared these data to our previously reported snRNA-seq dataset from adult (P38) mice (36), generated using similar protocols (Fig. 1D).

**Fig. 1.**
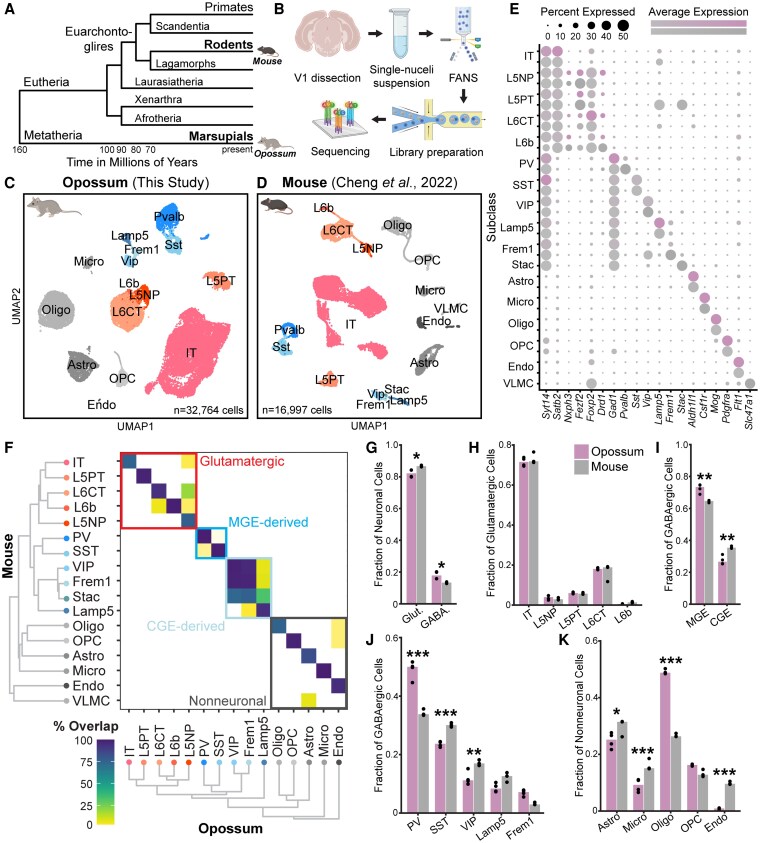
Cross-species transcriptomic comparison in primary visual cortex (V1) of the metatherian gray short-tailed opossum (*Mo. domestica*) and eutherian mouse. A) Cladogram of therian mammalian evolution. B) Experimental workflow of snRNA-seq in opossum V1. C) Opossum cells embedded in UMAP dimensions, labeled by subclass. D) Same as (C) but mouse cells from our previous study (36). E) Canonical marker gene expression used in part to identify opossum subclasses. F) Mouse and opossum subclass-level dendrograms and co-clustering in an integrated cross-species transcriptomic space. G–K) Relative proportions of some transcriptomic groupings (G, class; H, glutamatergic subclass; I, GABAergic origin structure; J, GABAergic subclass; K, non-neuronal subclass) are significantly different between species (ANOVA followed by two-sided Tukey's HSD test and Bonferroni correction; *P < 0.05, **P < 0.01, ***P < 0.001; Table S1). Opossum data points include two biological replicates with two library replicates each, mouse data points include two biological replicates, one split into two library replicates.

Following dimensionality reduction and clustering, we used canonical marker genes (Figs. 1E and S1L, M) and whole-transcriptome classification (Fig. S1Q–S) to define major cell classes—glutamatergic, GABAergic, and non-neuronal—and their subclasses in opossum V1. Cross-species integration and co-clustering revealed that most subclasses were conserved, and transcriptomic hierarchies were broadly similar across species, consistent with conserved cellular taxonomies (Fig. 1F). However, subclass-level frequencies diverged. While glutamatergic neurons were more abundant in the mouse (Fig. 1G), the relative proportions of glutamatergic subclasses were nearly identical (Fig. 1H). In contrast, GABAergic composition differed markedly: opossum inhibition was enriched for medial ganglionic eminence (MGE)-derived interneurons that express *Pvalb* or *Sst* (Fig. 1I), with *Pvalb* (parvalbumin [PV])-positive cells comprising nearly 50% of the GABAergic population—far more than in mouse (∼35%, Fig. 1J; confirmed by histology, Fig. 4A–C). Compared with opossums, the inhibitory population in mice showed a relative increase in caudal ganglionic eminence (CGE)-derived subtypes that express *Vip*, *Lamp5*, or *Frem1* (Fig. 1I), but MGE-derived *Sst*-expressing cells were also more numerous (Fig. 1J). Notably, MGE-derived interneurons typically participate in feedforward inhibition, driven by early thalamic and intracortical input (37, 38), whereas CGE-derived interneurons are recruited later via feedback from higher cortical areas and participate in modulatory or disinhibitory circuits (39–41). These differences are examined in greater detail below. Among non-neuronal types, oligodendrocytes were also more abundant in opossums than mice (Fig. 1K). Histological measurements confirmed elevated oligodendrocyte densities in adult opossums compared with those reported for ∼P40 mice but comparable to P60 mice, consistent with age-dependent expansion of this population that continues into adulthood (Fig. S1T (42)).

### IT glutamatergic neurons have poor cross-species correspondence

While we successfully identified most glutamatergic, GABAergic, and non-neuronal subclasses in opossums, IT neurons posed a unique challenge. These neurons, which project within the cortex, are subdivided in mice and other eutherians into layer-specific populations based on gene expression (36, 43). In transcriptomic space, mouse IT neurons form a well-structured continuum (Fig. 2A and B, left) where unsupervised clustering and canonical markers (Fig. S2A–D) resolve distinct subclasses in layers 2/3, 4, 5, and 6. Opossum IT neurons also formed a continuum (Fig. 2B, right) but lacked comparable organization and coherent expression of canonical layer markers (Fig. S2H and L), precluding assignment to clear homologous subclasses. We therefore defined four opossum IT subclasses (IT_A–D) using unsupervised clustering (Fig. S2E–M) and assessed their transcriptomic correspondence to the layer-specific IT types in the mouse.

**Fig. 2.**
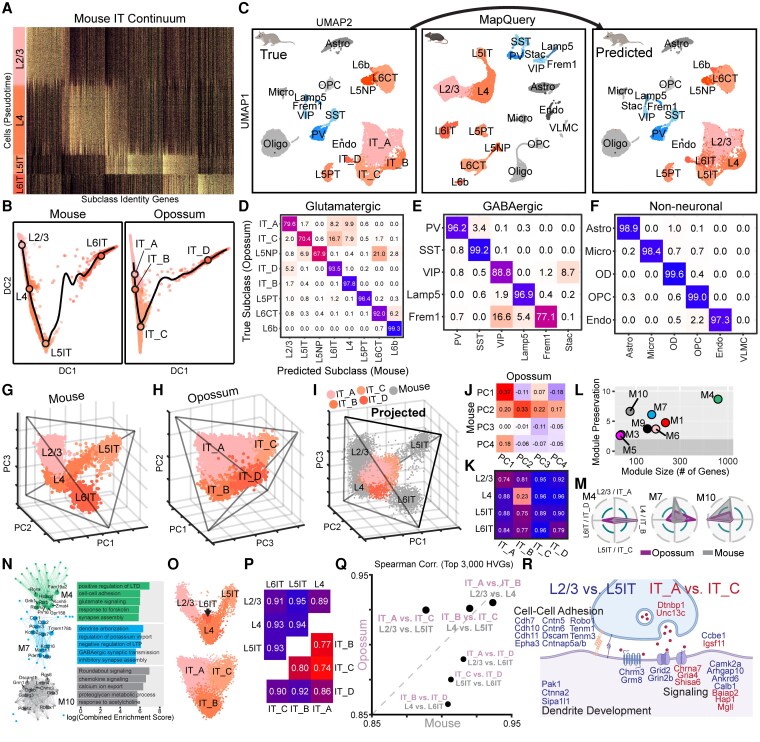
IT glutamatergic neurons have poor cross-species correspondence. A) Mouse IT cells form a depth-ordered continuum (L2/3–L4–L5IT–L6IT) along a pseudotime axis derived from subclass identity genes, many of which are shared among spatially adjacent layer–specific populations. B) Continuous variation between mouse (left) and opossum (right) IT subclasses in diffusion component (DC) space. Compared with mice, opossum IT cells display higher intermixing along the dominant trajectory (black line) and were labeled based on unsupervised clustering (see Fig. S2). Black circles denote subclass means. C) Opossum cells, shown by subclass in UMAP space (left) were assigned mouse subclass labels (right) using mouse cells (center) as a reference in Seurat's MapQuery pipeline. D–F) Confusion matrices (row-normalized) showing the relationship between true and predicted opossum subclass labels described in (C) for glutamatergic (D), GABAergic (E, and non-neuronal (F) subclasses, which were classified independently. G and H) IT neurons in mice (G) and opossums (H) form tetrahedral gradients when projected onto their top three PCs computed from full gene sets within each species. This organization is maintained in ortholog space (Fig. S3A and B). Tetrahedrons were fit using a published Pareto task inference method. I) Opossum IT neurons projected into mouse IT PC space. J) Correlation matrix between the loadings (gene weights) of the top four within-species PCs from mouse and opossum IT neurons. K) Average silhouette distances between cell embeddings of mouse and opossum IT subclasses in (I). L) WGCNA modules identified in mouse IT neurons and projected onto opossum IT neurons, shown by size and cross-species correspondence (preservation, see Methods). M) Subclass specificity of the three most highly preserved WGCNA modules (M4, M7, and M10) in mice and opossums. N) Top 20 hub genes associated with the modules in (M) shown as network diagrams and module-enriched GO terms. O) View of a single plane in species-specific mouse (top) and opossum (bottom) IT PC spaces containing gradients of corresponding subclasses. Opossum IT_D is fully obscured from this view. P) Average silhouette distances between cell embeddings from mouse and opossum IT subclasses in species-specific (three-dimensional) PC spaces shown in (G) and (H). Q) Spearman correlations between the top 3,000 HVGs (log-transformed expression levels, see also Fig. S3E) in pairwise, within-species combinations of IT subclasses. Show as mouse vs. opossum against identity line to emphasize cross-species differences. R) DEGs and enriched GO terms in mouse L2/3 vs. L5IT (blue) and opossum IT_A vs. IT_C (red) shown in their expected cellular compartment.

To do so, we restricted our analysis to genes with one-to-one orthologs (Fig. S2N). This filtering had minimal impact on subclass separability within each species, which remained high (Fig. S2O). We then applied Seurat's MapQuery pipeline to project opossum cells into a mouse reference embedding based on gene expression and transfer labels using nearest neighbors (Fig. 2C). Some opossum subclasses mapped strongly onto mouse counterparts—for example, IT_B corresponded to thalamorecipient L4 and IT_D to L6IT. In contrast, IT_A, IT_C, and L5NP showed weak and inconsistent correspondence to any mouse IT subclass (Figs. 2D and S2P). By comparison, other glutamatergic populations (e.g. L5PT, L6CT, and L6b), as well as most GABAergic and non-neuronal subclasses, showed strong cross-species alignment (Figs. 2E, F and S2Q, R). Notably, the distinction between *Vip*- and *Frem1*-expressing interneurons—CGE-derived GABAergic subclasses that, like IT neurons, form a continuum—was substantially blurred across species (Fig. 2E). While this reflects the difficulty of defining “types” within continuous cell populations, closer examination (described below) revealed fundamental differences between the structure of IT and CGE continua across species.

### Gene expression continua reveal conserved and divergent features of IT neurons

Gene expression continua, as observed for IT cells, can arise naturally during development but are also present in differentiated, multifunctional tissues that divide labor among competing functional demands. According to tissue multitasking theory (30–32), such division of labor is supported by cells that occupy Pareto fronts—low-dimensional structures in gene expression space that reflect optimal trade-offs between spatially restricted tasks. In the neocortex, division of labor is evident across layers: for example, neurons projecting to subcortical targets (e.g. L5PT and L6CT) have highly distinct transcriptomic profiles from IT neurons (23, 36). But within layer-specific IT populations, graded gene expression patterns give rise to low-dimensional structures that suggest partial functional overlap and division of labor among cell types (44). Given the imperfect correspondence of IT subclasses between opossum and mouse, we examined the structure of their subclass-level IT continua in species-specific principal component (PC) spaces. Multitasking theory predicts that tissues with *D*-dimensional spatial zonation (here, *D* = 4 cortical layers: 2/3, 4, 5, 6) will lie on a *D*-1-dimensional manifold in gene expression space (30). Indeed, both mouse and opossum IT neurons formed tetrahedral structures in the first three PCs (Figs. 2G, H and S3A, B). Projecting opossum IT neurons into mouse PC space preserved this structure (Fig. 2I and J), but only L4 and IT_B showed substantial cross-species overlap (Fig. 2K), consistent with their unique cross-species correspondence discussed above.

Moreover, the mouse IT-specific weighted gene co-expression network analysis (WGCNA) module with the greatest cross-species preservation was large (>500 genes) and L4 specific (Fig. 2L and M). Other conserved modules (M7 and M10) were shared across L4–IT_B and L6IT–IT_D but were weakly represented in opossum IT_A despite strong L2/3 representations in mice (Fig. 2M), highlighting the divergence of upper-layer IT neurons across species. Gene ontology (GO) analysis of the conserved M4 and M7 revealed an enrichment for genes regulating synaptic plasticity, cell–cell adhesion, synapse assembly, and dendritic arborization, suggesting conserved functional and anatomical properties in the thalamorecipient layer (Fig. 2N).

PC analysis further revealed that while mouse IT cells varied continuously between L4 and other IT subclasses, L2/3, L5IT, and L6IT were more discrete and occupied distinct vertices of the tetrahedron (Figs. 2G, O and S3A). In contrast, in opossum, the tetrahedral IT structure comprised a triangular plane containing a continuous gradient of IT_A, IT_B, and IT_C cells (Figs. 2O, P and S3B), with IT_D cells partially overlapping with the L4-like IT_B (Fig. S3B, bottom left). Importantly, this gradient phenomenon is unique to the IT continua (Fig. S3C–E) and does not arise from low-quality or noisy gene expression data in opossums (Fig. S3F–H, see Methods). In line with the unique variation between IT_A and IT_C in opossums (Fig. 2O), the correlation of their top highly variable genes (HVGs) was far higher than mouse L2/3 and L5IT (Fig. 2Q, see also Fig. S3E). The top within-species DEGs between these subclasses were enriched for genes involved in neuronal signaling, including ionotropic receptor subunits, and synaptic release (Fig. 2R). However, mouse-specific DEGs (between L2/3 and L5IT) were also enriched for genes related to adhesion and dendritic development, suggesting additional specialization in connectivity and morphology. Together, these results suggest that opossum IT neurons exhibit more generalized transcriptomic identities than mouse IT neurons, particularly along the IT_A–IT_C (L2/3–L5IT) axis.

### A spatial gradient along the opossum IT_A–C transcriptomic axis

When applied to tissues, Pareto optimality predicts that cells that are transcriptomically specialized—like those at the vertices of a tetrahedron in PC space—should also be spatially segregated (30). Conversely, generalist continua are theorized to emerge under conditions where spatial gradients are present in tissue. Given the continuous nature of opossum IT neurons, we asked whether their laminar organization differed from mice. To do this, we performed whole-transcriptome spatial profiling of mouse and opossum V1 using Stereo-seq (45).

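Stereo-seq captures polyadenylated RNA from a tissue section on a chip of barcoded spots, so that each unique molecular identifier (UMI) keeps its position, and UMIs are then summed over the cells segmented on an image of the same section. The data come from 1 male opossum (Monodelphis domestica) of about 6 months and 1 male C57BL/6J mouse of about postnatal day 40. For each species, a single 10 µm section of a block that held several coronal slices was permeabilized for 12 min, and the RNA integrity number was 7.1 for the opossum block and above 9 for the mouse block. The authors deposited the UMI count of every gene in every segmented cell without normalization, together with the position of each cell, its V1 region, and its class and subclass labels. The opossum section held 80369 segmented cells and 84570416 UMIs, and the mouse section held 120239 cells and 147861707 UMIs. The median opossum cell had 863 UMIs (interquartile range 473 to 1436) and the median mouse cell had 1134 (738 to 1604). All values given here start from these counts and from the authors' regions and labels. The snRNA-seq atlases that the labels were transferred from were not used here.
Each species is represented by 1 animal, and the V1 regions of an animal are not biological replicates. The spread over regions therefore describes these sections only, and no test between species was run. Intervals on counts cover counting error only. A UMI assigned to a cell need not come from that cell: Slc17a7, a marker of glutamatergic neurons, was at 10.8 UMIs per 10000 (95% exact Poisson interval 10.4 to 11.2) in mouse cells of non-neuronal class and at 9.71 (9.42 to 10.0) in mouse IT cells, with median depths of 1245 and 1230 UMIs per cell.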

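The authors marked 3 V1 regions in the opossum section and 4 in the mouse section, which held 4806 and 9127 cells that passed their filter. In these regions the median depth was similar in both species, with 1326 UMIs and 821.5 genes per opossum cell and 1305 UMIs and 848 genes per mouse cell. Region medians ranged from 1048 to 1503 UMIs in the opossum and from 1259 to 1343 in the mouse. By class label, 78.1% of opossum cells were glutamatergic, 6.89% GABAergic and 14.1% non-neuronal. The mouse shares were 68.4%, 5.45% and 20.5%. No class was assigned to 0.957% of opossum cells and 5.61% of mouse cells, and no subclass to 5.04% and 16.1%. Cells without a subclass were shallower than average, with medians of 980 UMIs in the opossum and 1206.5 in the mouse.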

Following multiembedding of coronal sections and the Stereo-seq pipeline (see Methods), we identified layers 1–6 within V1 using anatomical landmarks and canonical marker genes (Fig. 3A and B), extracted cortical columns from multiple sections (Fig. S4K and L), and assigned cell subclass identities via co-clustering with snRNA-seq atlases (Figs. 3A, C and S4E–J; subclasses with <25 total cells were excluded from downstream analyses). 

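Depth was measured for each cell from the top of its V1 region, which the authors placed at the top of layer 2/3, and scaled to the tallest region of the species. Opossum IT_A cells (1596 cells) had a median depth of 188.9 µm, followed by IT_B at 375 µm (126 cells), IT_C at 508 µm (262 cells), L5PT at 552 µm (115 cells), L5NP at 630.0 µm (39 cells) and L6CT at 690.0 µm (568 cells). In the mouse the medians were 136 µm for L2/3 (1438 cells), 262 µm for L4 (1969 cells), 424 µm for L5IT (135 cells), 423 µm for L5PT (262 cells), 406 µm for L5NP (60 cells) and 653 µm for L6CT (1242 cells). The order of IT_A, IT_B, IT_C, L5PT, L5NP and L6CT by median depth was the same in all 3 opossum regions, whereas the medians of mouse L5IT, L5PT and L5NP lay close together. Mouse L5NP spanned an interquartile range of 219 µm, against 75.5 µm for opossum L5NP. Without scaling, the medians moved most for the deepest subclass, to 650.0 µm for opossum L6CT and 595.5 µm for mouse L6CT.

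**Figure D1:**
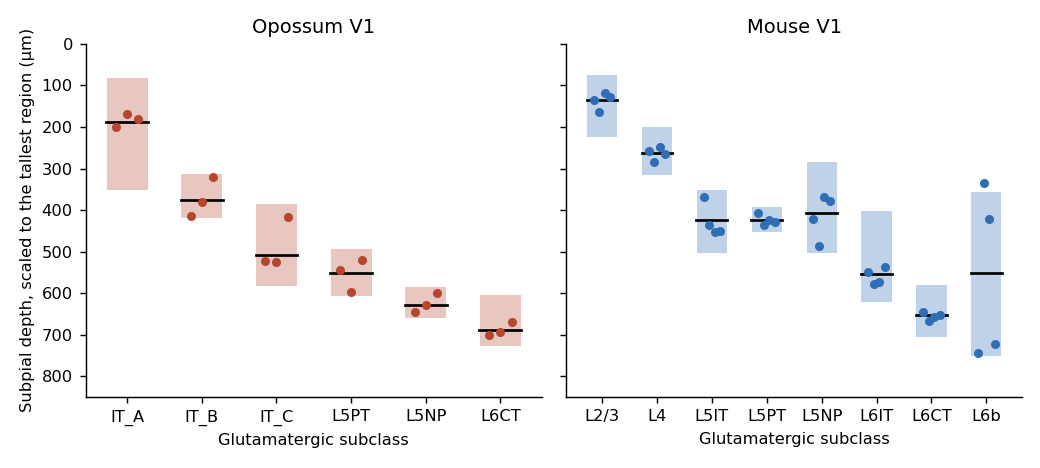
Subpial depth of glutamatergic subclasses in opossum and mouse V1, scaled to the tallest region of each species, with depth increasing downward. Bars span the interquartile range over all cells of a subclass, black lines mark the pooled median and dots mark the median of each V1 region. L6CT lies deepest of the subclasses that have a counterpart in the other species, at medians of 690.0 µm in the opossum and 653 µm in the mouse.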

Subpial density profiles revealed largely consistent spatial organization in glutamatergic subclasses from both species (Fig. 3D). Notably, opossum IT_A displayed a somewhat broader distribution than mouse L2/3 (Fig. 3D, left), but other IT and non-IT subclasses were well organized (Fig. 3D). 

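The interquartile range of depth was 269.7 µm for opossum IT_A and 149 µm for mouse L2/3. It ranged from 238 to 294 µm over the 3 opossum regions and from 136 to 153 µm over the 4 mouse regions, so every opossum region exceeded every mouse region. The middle 50% of IT_A cells lay between 82.2 and 352 µm, and that of L2/3 cells between 74.2 and 223 µm. The other IT subclasses spanned 106 µm (IT_B) and 197 µm (IT_C) in the opossum and 117 µm (L4), 151 µm (L5IT) and 219 µm (L6IT, 425 cells) in the mouse, so that mouse L6IT spanned more than L2/3. The non-IT subclasses L5PT and L6CT spanned 115 and 125 µm in the opossum and 62.0 and 124 µm in the mouse. With each region left out in turn, the interquartile range of IT_A stayed between 253 and 287 µm and that of L2/3 between 145 and 152 µm.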

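Among subclasses with GABAergic names, the median depths in opossum V1 were 402 µm for Pvalb (354 cells), 351 µm for Sst (171 cells) and 327 µm for Vip (38 cells). In mouse V1 they were 427 µm for Pvalb (174 cells), 428 µm for Sst (169 cells), 203 µm for Vip (25 cells) and 95.0 µm for Lamp5 (35 cells). Sst cells covered an interquartile range of 128 µm in the opossum and 300.5 µm in the mouse. Oligodendrocytes lay deepest among the non-neuronal subclasses, at medians of 536 µm in the opossum (565 cells) and 636 µm in the mouse (588 cells). Astrocytes were spread over the full depth, with medians of 381 and 331 µm and interquartile ranges of 313 and 369.6 µm. Their Gini indices over 20 equal depth bins, where 0 is an even spread, were 0.197 and 0.111.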

GABAergic and non-neuronal subclasses largely followed expected depth distributions (Fig. S4N and O).

**Fig. 3.**
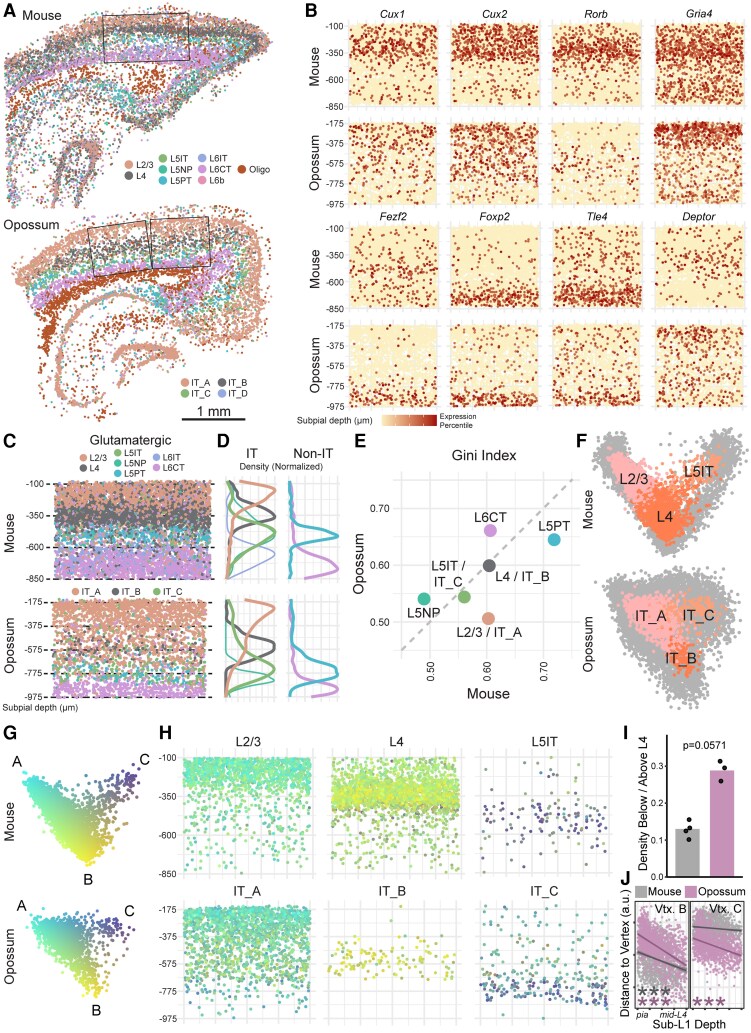
Stereo-seq reveals different spatio-transcriptomic axes in opossums and mice. A) Representative Stereo-seq sections from mouse (top) and opossum (bottom), displaying all glutamatergic subclasses and oligodendrocytes. Subclass labels were predicted from species-specific snRNA-seq atlases using integration and co-clustering (see Methods). V1 was identified using cytoarchitectural features and the prominent presence of L4–IT_B. Boxes indicate ROIs from these sections used for downstream analyses. B) Spatially variable genes include canonical upper- and lower-layer glutamatergic subclass markers. C) Distribution of glutamatergic subclasses from pooled V1 regions. D) Subpial densities of IT (left) and non-IT (right) glutamatergic subclasses, collapsed along the *x*-axis in (C). E) Gini index of subpial position for glutamatergic subclasses in mice and opossums. F) IT cells identified in Stereo-seq (colored) shown against snRNA-seq IT cells (gray) in pooled PC space (similar to Fig. 2O). G) Stereo-seq IT cells in PC space as in (F), pseudocolored by distance from the vertices of a fitted triangle. H) Pseudocolored cells from (G) shown in physical space as in (C), grouped by subclass labels shown in (F). I) Ratio of densities of L2/3 (mouse) and IT_A (opossum) cells below and above the species-specific median subpial depth of L4–IT_B (Wilcoxon rank-sum test; *P* = 0.0571; Table S1). Opossum data points include three ROIs from two sections, and mouse data points include four ROIs from three sections. J) Relationships between the depth of L2/3 (mouse) and IT_A (opossum) cells and their distance from B (left) and C (right) vertices in PC space (G). The depth axis extends from the bottom of L1 to the middle of L4–IT_B in each species. Lines are ordinary least-squares fits. Significance markers reflect partial Spearman correlations along each transcriptomic axis, accounting for covariation of distance from B and C vertices (***P < 0.001; Table S1).

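Each gene named in Fig. 3B was summarised by the mean relative depth of its UMIs, from 0 at the top of a region to 1 at the bottom. UMIs were not scaled per cell, so cells with more UMIs weigh more. All UMIs together had a mean relative depth of 0.526 in the opossum and 0.521 in the mouse. The upper-layer genes Cux1 and Cux2 lay above this, at 0.419 and 0.408 in the opossum and at 0.384 and 0.337 in the mouse. The lower-layer genes Foxp2 and Tle4 lay below it, at 0.762 and 0.629 in the opossum and at 0.768 and 0.649 in the mouse. Fezf2 was at 0.769 in the opossum and 0.603 in the mouse, and Deptor at 0.477 and 0.496. Rorb was at 0.523 in the opossum and 0.396 in the mouse, and Gria4 at 0.363 and 0.476. Foxp2 minus Cux2, the distance between a lower-layer and an upper-layer gene, was 0.354 in the opossum (0.338 to 0.367 with each region left out) and 0.431 in the mouse (0.423 to 0.441). Counting instead the cells with at least 1 UMI after every cell was thinned to 300 UMIs moved the opossum value most, to 0.283.
Between 412 and 2951 UMIs per gene lay behind these values in the opossum and between 463 and 2512 in the mouse. In the mouse annotation of GRCm39, Cux1 lies on chromosome 5 from 136276755 to 136596408, Cux2 on chromosome 5 on chromosome 5 from 121994429 to 122188521, Rorb on chromosome 19 from 18907969 to 19088585, Gria4 on chromosome 9 from 4417604 to 4796326, Fezf2 on chromosome 14 from 10121574 to 10127680, Foxp2 on chromosome 6 from 14901287 to 15441976, Tle4 on chromosome 19 from 14425417 to 14575572 and Deptor on chromosome 15 from 54975710 to 55122667. All are protein-coding. The deposited counts are per gene, so no exon or intron can be named. Opossum genes are given by symbol only, because no annotation of the authors' custom genome was used here.
Over all genes detected in at least 5% of glutamatergic cells (4827 in the opossum and 4848 in the mouse), Spearman's rho of normalized expression with relative depth was computed across cells. Glutamatergic cells were taken by class label, and 331 of them in the opossum and 104 in the mouse carry an oligodendrocyte subclass label. A further 142 and 21 carry a Pvalb label, and 133 and 15 an astrocyte label. These rho values describe cells of 1 animal each and carry no p-value. UMIs per cell vary with depth, and in simulated counts 66.5% of opossum genes and 68.7% of mouse genes without a trend took the same sign in every region, against 25.8% and 13.1% once cells were thinned. The rho after thinning to 300 UMIs, which left out 128 opossum and 72 mouse cells with fewer UMIs, is therefore given beside each value. In the opossum the 5 genes that rose most with depth were MBP (0.450, thinned 0.296), PCP4L1 (0.424, thinned 0.249), NXPH3 (0.313, thinned 0.168), GRIK3 (0.309, thinned 0.164) and SYT6 (0.271, thinned 0.132). The 5 that fell most were NRGN (-0.277, thinned -0.190), OLFM1 (-0.249, thinned -0.187), CRH (-0.245, thinned -0.128), GRIA4 (-0.218, thinned -0.163) and PENK (-0.201, thinned -0.115). In the mouse the 5 that rose most were Gm49948 (0.392, thinned 0.205), Pcp4 (0.383, thinned 0.201), 3110035E14Rik (0.331, thinned 0.193), Rprm (0.327, thinned 0.173) and Mbp (0.264, thinned 0.138), and those that fell most included Camk2n1 (-0.311, thinned -0.202), Ppp3ca (-0.182, thinned -0.122), Calb1 (-0.181, thinned -0.111) and Rasgrf2 (-0.175, thinned -0.139). Gm49948 on chromosome 16 (96162994 to 96326780) overlaps Pcp4 (96268806 to 96326997) on the same strand, so the authors' counting may have split reads between them and neither value is certain. Cux2 had a rho of -0.119 in the opossum (thinned -0.0936) and -0.159 in the mouse (thinned -0.0882), so the order of the species changed with thinning. Tle4 had 0.154 (thinned 0.0696) and 0.196 (thinned 0.0875), and opossum FEZF2 and FOXP2 had 0.247 (thinned 0.104) and 0.226 (thinned 0.126). Mouse Fezf2, Foxp2 and Deptor were detected in 5.00%, 4.82% and 3.91% of glutamatergic cells, under the minimum, and have no rho here.

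**Figure D2:**
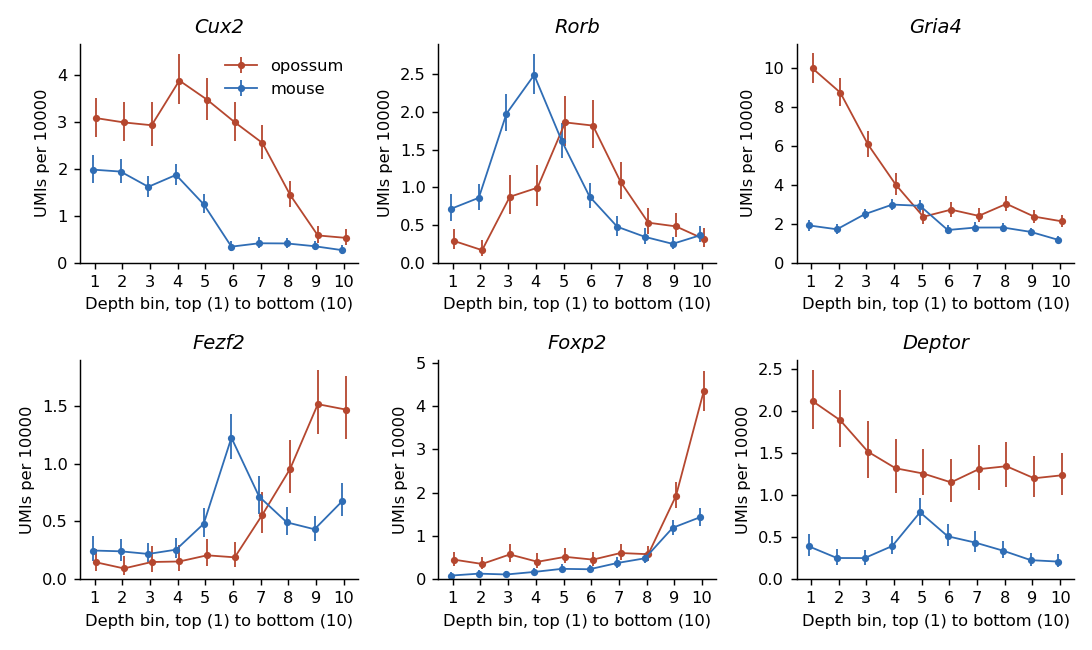
UMIs per 10000 of genes named in Fig. 3B by depth, in 10 equal bins from the top (1) to the bottom (10) of the V1 regions, for opossum (red) and mouse (blue). Error bars are 95% exact Poisson intervals on the summed counts. Foxp2 reaches 4.35 UMIs per 10000 in the deepest opossum bin and 1.43 in the deepest mouse bin, and Gria4 is highest in the uppermost bin of the opossum (9.99) and in the fourth bin of the mouse (2.98).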

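The Gini index was computed from the number of cells of a subclass in 20 equal depth bins over the height of the pooled regions, so that 0 is an even spread and values near 1 mean that all cells share a few bins. The paper's text does not name the bins. For the IT subclasses, the index was 0.416 for opossum IT_A against 0.558 for mouse L2/3, 0.664 for IT_B against 0.557 for L4, and 0.439 for IT_C against 0.496 for L5IT. Mouse L6IT, which has no opossum counterpart measured here, had an index of 0.418, close to that of IT_A. IT_A had the lowest index of the 6 opossum subclasses that have a mouse counterpart, except without region 1, where IT_C was lowest at 0.426. Leaving out each region in turn gave 0.412 to 0.439 for IT_A and 0.549 to 0.570 for L2/3. Drawing each subclass down to the size of the smallest, an alternative chosen after the data had been seen, moved IT_A most, to 0.527 on average over 200 draws, and L2/3 to 0.613.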

To quantify spatial organization, we computed Gini indices from subpial depth distributions of each glutamatergic subclass and plotted cross-species comparisons (Fig. 3E). This measures the degree to which cells are restricted to a single depth, with higher values indicating stronger laminar confinement. 

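Of the non-IT subclasses, L5PT had a Gini index of 0.647 in the opossum and 0.753 in the mouse, L6CT 0.620 and 0.578, and L5NP 0.753 and 0.345. Among the 6 subclasses with a counterpart in the other species, the 3 highest indices in the opossum were those of L5NP, IT_B and L5PT, and in the mouse those of L5PT, L6CT and L2/3, with L4 and L2/3 almost equal. L4 took the place of L2/3 among the 3 highest with 10 bins, with cells of at least 200 genes and 300 UMIs, and without region 3 or region 4, and L5IT took it with 50 bins. Mouse L6b (26 cells), which has no counterpart among the opossum subclasses measured here, had an index of 0.654, above those of L6CT, L2/3 and L4. So few cells raise the index by construction, and the interquartile range of L6b depth was 394 µm, against 124 µm for L6CT. Opossum L5NP rests on 39 cells. When the other subclasses were drawn down to that number, IT_B reached 0.688, L5PT 0.683 and L6CT 0.703 on average. From the Gini index of a Gaussian kernel density, chosen after the data had been seen, opossum L6CT was highest at 0.630, followed by L5NP at 0.613 and L5PT at 0.611, and mouse L4 (0.604) lay above L2/3 (0.599).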

Subclasses with input and output roles—L4–IT_B, L5PT, and L6CT—showed the highest spatial organization in both species, consistent with the notion that these subclasses are the most tightly conserved.

To further explore the relationship between spatial and transcriptomic variation in IT neurons, we integrated Stereo-seq and snRNA-seq data from L2/3–IT_A, L4–IT_B, and L5IT–IT_C cells and projected them onto shared PCs (Fig. 3F). 

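To describe this space from the Stereo-seq cells alone, principal components were computed for each species from the 3000 most variable genes of L2/3, L4 and L5IT cells (IT_A, IT_B and IT_C in the opossum). Single components held little of the variance: PC2 and PC3 accounted for 0.328% and 0.271% in the opossum and 0.253% and 0.132% in the mouse. PC1 varied with UMIs per cell, with a Spearman's rho of 0.838 in the opossum and 0.889 in the mouse. PC2 also varied with UMIs per cell, at 0.518 and -0.413, whereas PC3 did not (-0.0688 and -0.00487). The variance between subclass means divided by the variance within subclasses was 0.0921 for PC2 and 0.0659 for PC3 in the opossum, and 0.0381 and 0.373 in the mouse. The triangle's vertices were set at the mean of the 5% of cells of each subclass that lay farthest out in the direction of that subclass.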

In both species, Stereo-seq cells formed triangular gradients in PC space, reminiscent of our snRNA-seq findings (Fig. 2O). We then pseudocolored Stereo-seq IT cells in the gradient by their distance from each of three triangle vertices—A (L2/3-like), B (L4-like), and C (L5IT-like)—defined in PC2-PC3 space (Fig. 3G). 

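IT_A cells were counted above and below the median depth of IT_B, and L2/3 cells above and below the median depth of L4. Below the median lay 358 of 1596 IT_A cells (22.4%) and 293 of 1438 L2/3 cells (20.4%). Divided by the height of the region on each side, the density below over above was 0.275 ± 0.0201 (SD over 3 regions) in the opossum and 0.131 ± 0.0101 (SD over 4 regions) in the mouse. The opossum regions gave 0.252, 0.289 and 0.285, and the mouse regions 0.138, 0.134, 0.135 and 0.116, so the lowest opossum region lay above the highest mouse region. The opossum mean was 2.11 times the mouse mean. The division by height moved this comparison most: as a ratio of cell numbers, the values were 0.292 and 0.256, and the opossum mean was 1.14 times the mouse mean. The region below the median is shorter relative to the region above in the opossum, where IT_B lies deeper.
The ratio also depended on the round in which a cell received its subclass label. Of cells labelled in the first round, where all snRNA-seq neighbors had to share the subclass, 41 IT_A cells lay below and 452 above, a density ratio of 0.102 ± 0.0525 (SD over 3 regions), and 79 L2/3 cells lay below and 688 above, a ratio of 0.0564 ± 0.00762 (SD over 4 regions). The lowest opossum region then lay below the highest mouse region. For the second round the ratios were 0.323 and 0.206, and for the third round 0.709 and 0.363. In these later rounds the lowest opossum region lay above the highest mouse region, at 0.277 against 0.253 and 0.596 against 0.479. These counts by round were chosen after the data had been seen.

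**Figure D3:**
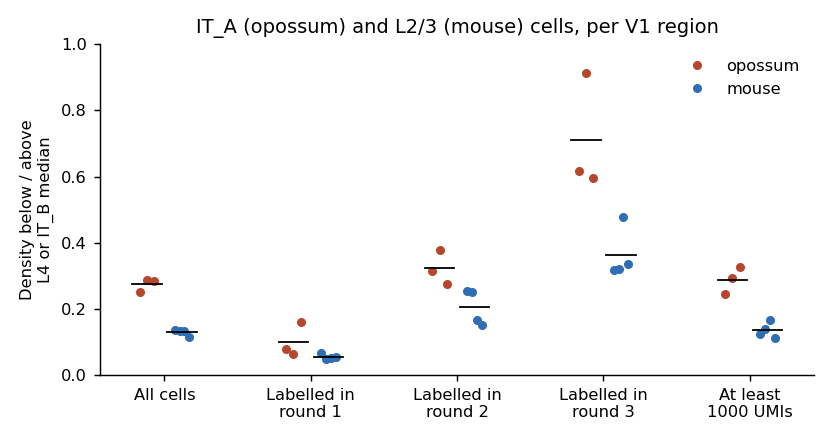
Density of IT_A cells (opossum, red) and L2/3 cells (mouse, blue) below over above the median depth of IT_B or L4, for all cells, for cells labelled in each round and for cells with at least 1000 UMIs. Dots are V1 regions of 1 animal per species and black lines their means. The ratio rises from the first to the third round in both species, to 0.709 in the opossum and 0.363 in the mouse.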

Spatial mapping of these pseudocolored cells emphasized the broad distribution of IT_A cells, which were denser below L4 than L2/3 cells (Fig. 3H and I). We also observed that IT_A cells closest to transcriptomic vertex A (bright cyan) were concentrated in putative layer 2/3 (Fig. 3H). 

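The IT_A cells were ranked by their distance from vertex A in PC2–PC3 space and divided into 4 equal groups. The nearest group of 399 cells had a median depth of 142 µm, and 81.7% of it lay above the median depth of IT_B. Those shares were 78.7% and 80.2% in the next groups, and the farthest group lay at a median of 267 µm with 69.7% above. The nearest group was shallower than the farthest in each region, by medians of 166 against 252 µm, 118 against 267 µm, and 127 against 293 µm. Across IT_A cells, Spearman's rho of depth with distance from vertex A was 0.184. Mouse L2/3 cells gave 0.287, with medians of 109.7 µm in the nearest and 204 µm in the farthest group, and 92.5% and 61.9% above the median depth of L4.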

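The relation of depth to distance from vertex B (L4-like) was measured over the 1145 mouse L2/3 cells that lie above the median depth of L4, as a partial Spearman correlation that holds distance from vertex C constant. A negative value means that deeper cells lie closer to the vertex. The pooled value was -0.146, and the 4 regions gave -0.270, -0.134, -0.0259 and -0.111, so the sign was the same in each. Without region 1 it was -0.0435. In both species, variable genes, components and vertices were computed anew when a region was left out or cells were thinned or filtered. PC2–PC3 is then a different plane, whereas the values of single regions use the plane of all regions. Thinning every cell to 300 UMIs moved the pooled value most and changed its sign, to 0.0338. PC2–PC3 is the plane that the paper names. It was kept as the main setting after other spaces had also been examined, which gave -0.156 for the 2 components that separate the subclasses best, -0.173 for the plane through the subclass means and -0.110 for components 1 to 6.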

In mice, L2/3 cells show a continuous gradient toward L4 in both transcriptomic and physical space, such that deeper L2/3 cells have gene expression profiles more similar to L4 cells (Fig. 3J) (36, 44). This relationship also holds true for opossum IT_A, which varies significantly with depth relative to vertex B. Critically, opossum IT_A varies similarly with respect to vertex C (L5IT-like), a pattern absent in mouse L2/3 (Fig. 3J; see Methods). This unique spatio-transcriptomic IT_A–C axis provides strong evidence that opossum IT neurons—particularly IT_A—exhibit generalist identities.

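For the 1238 opossum IT_A cells above the median depth of IT_B, the partial Spearman correlation of depth with distance from vertex B was -0.180, with -0.163, -0.162 and -0.228 in the 3 regions. With each region left out it ranged from -0.344 to -0.0725, and it was -0.00302 when every cell was thinned to 300 UMIs. In the other spaces it was stronger, at -0.372, -0.413 and -0.356 for the best separating components, the plane of the subclass means and components 1 to 6.
With distance from vertex C (L5IT-like), the partial correlation was -0.0742 in opossum IT_A and -0.1515 in mouse L2/3. The opossum regions gave -0.000792, -0.161 and -0.108, and the mouse regions -0.139, -0.272, -0.110 and -0.191. The opossum value changed sign without region 2 (0.0326), with the mean of each subclass as vertex (0.0546), after thinning (0.0310) and with summed L4 and L5IT markers in place of distances (0.0172), and it was -0.00140 with cells of at least 200 genes and 300 UMIs. The mouse value did not change sign under any alternative tried, but it ranged from -0.220 in the plane of the subclass means to -0.00348 in the 2 best separating components. In those same spaces, both chosen after the data had been seen, the opossum value was -0.339 and -0.118. Components 1 to 6 gave -0.316 for the opossum and -0.168 for the mouse. With 1 animal per species, the difference between the species was not tested.

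**Figure D4:**
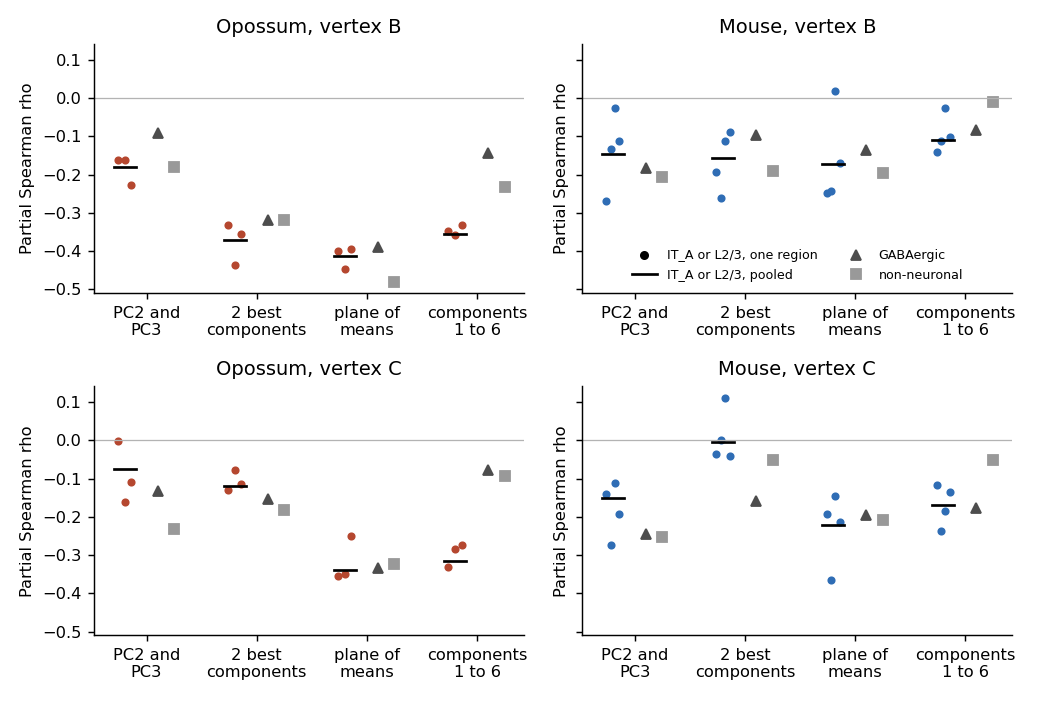
Partial Spearman correlation of depth with distance from vertex B (top) and vertex C (bottom), each given the other, in 4 spaces built from the Stereo-seq cells. Dots are IT_A or L2/3 cells of each V1 region, black lines the cells pooled, triangles GABAergic cells and squares non-neuronal cells over the same depths. For opossum IT_A the pooled value with vertex C runs from -0.0742 in PC2 and PC3 to -0.339 in the plane of the subclass means.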

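Cells of other classes over the same depths were projected into the same PC2–PC3 spaces for comparison. The partial correlation of depth with distance from vertex C was -0.132 across 171 opossum GABAergic cells and -0.231 across 270 opossum non-neuronal cells, and -0.246 and -0.251 across 160 and 474 mouse cells of these classes. In the spaces chosen after the data had been seen, opossum GABAergic and non-neuronal cells gave -0.153 and -0.183 in the 2 best separating components, farther below 0 than IT_A, and -0.334 and -0.323 in the plane of the subclass means, close to IT_A. In components 1 to 6 they gave -0.0786 and -0.0943, closer to 0 than IT_A. For vertex B in PC2–PC3, opossum GABAergic and non-neuronal cells gave -0.0923 and -0.180, against -0.180 for IT_A. Mouse cells of these classes gave -0.183 and -0.207, against -0.146 for L2/3. Except in opossum GABAergic cells, these values were at least as far below 0 as those of IT_A or L2/3. In components 1 to 6 both classes lay closer to 0 for vertex B. They gave -0.144 and -0.232 against -0.356 in the opossum, and -0.0834 and -0.0104 against -0.110 in the mouse. The paper reasons that transcriptomic specialists should be segregated in tissue and generalists arranged along spatial gradients. The paper takes the gradient toward vertex C, which it reports in IT_A and not in L2/3, as evidence that opossum IT neurons, IT_A above all, have generalist identities.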

### Divergent density and PNN association of PV neurons across species

To validate the cross-species differences in GABAergic subclass proportions observed in our transcriptomic data (Fig. 1J), we performed immunofluorescent staining in mouse and opossum V1. Consistent with our snRNA-seq findings, the density of PV-positive neurons was ∼20% higher in opossums than in mice (Fig. 4A and B), with the most pronounced difference in layers 4 and 5—the layers with the highest PV density in both species. Nonetheless, PV neuron densities were broadly scaled across layers in opossums (Fig. 4C). These differences were not explained by global differences in neuronal packing density (Fig. 4D and E), though NeuN staining revealed that layer 6 is significantly denser in opossums than mice.

**Fig. 4.**
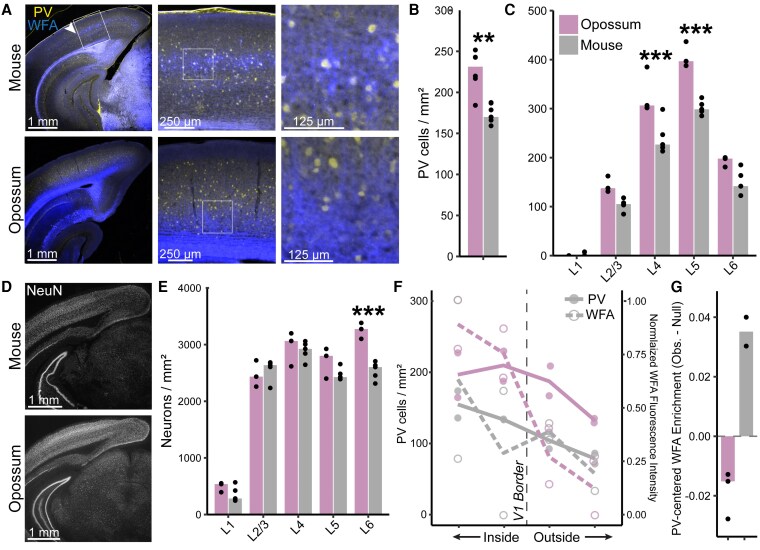
Immunolabeling confirms cross-species differences in PV density and perineuronal net localization. A) PV (blue) and WFA (yellow) labeling in representative mouse and opossum coronal sections. Arrows mark the lateral edge of V1, and boxes indicate the magnified area shown on the right. B) PV-positive cell densities in V1 are significantly different (Wilcoxon rank-sum test; *P < 0.05, **P < 0.01, ***P < 0.001; Table S1; data points are single fields of view from separate sections). Opossum and mouse data points include five sections from each species. C) Layer-specific PV cell densities (identified cytoarchitecturally with NeuN counterstaining) are significantly different in layers 4 and 5 (ANOVA followed by two-sided Tukey's HSD test and Bonferroni correction; Table S1). D) NeuN labeling. E) Layer-specific neuron densities in V1 reveal significantly higher packing density in opossum layer 6 (ANOVA followed by two-sided Tukey's HSD test and Bonferroni correction; Table S1). Opossum and mouse data points include three and five sections, respectively. F) PV density and WFA fluorescence intensity in bins located inside and outside of V1 (see Methods). G) Median WFA fluorescence in an annulus surrounding PV-positive neurons compared with a depth-matched null distribution sampled from random nearby points (see Methods). Bars show the median difference between observed and null values. Positive values indicate preferential WFA enrichment around PV neurons.

Given the established role of PV neurons in regulating critical period plasticity (33, 46), we examined the distribution of PNNs using Wisteria floribunda agglutinin (WFA) staining (Fig. 4A). In mouse V1, WFA staining was densest in layer 4, consistent with previous reports showing that PNNs are enriched in thalamorecipient layers and frequently surround PV neurons, where their density correlates with thalamic input strength (47). In contrast, WFA staining was largely restricted to deeper layers 5b and 6 in opossums (Fig. 4A), in agreement with a previous report indicating that PNNs preferentially surround layer 5 pyramidal neurons in this species (48). Outside of V1, both PV neuron density and WFA fluorescence declined in both mice and opossums (Fig. 4A and F).

To test whether PNNs are preferentially localized around PV neurons, we quantified WFA fluorescence in an annulus surrounding PV-positive cells and compared it with a depth-matched null distribution sampled from nearby locations (Fig. 4G; see Methods). In mouse V1, WFA fluorescence was enriched around PV neurons relative to the null distribution, indicating a specific PV–PNN association. In contrast, opossum PV neurons showed no such enrichment; the observed WFA signal did not exceed the null distribution, consistent with the absence of PV-centered PNN localization.

## Discussion

Metatherian and eutherian mammals diverged roughly 160 to 180 million years ago during the Middle to Late Jurassic, providing a deep phylogenetic contrast for examining variation in mammalian cortical organization (13–15). Our data reveal substantial differences in the cellular and spatial organization of the neocortex between the gray short-tailed opossum (*Mo. domestica*) and the laboratory mouse (*M. musculus*). Importantly, these differences do not reflect ancestral cortical states but instead highlight specific cellular populations whose organization differs across these deeply diverged mammalian lineages.

The most prominent differences we observed involve IT glutamatergic neurons, particularly L2/3 and L5IT subclasses. In mouse cortex, these populations exhibit greater transcriptomic differentiation and sharper separation in gene expression space, consistent with increased specialization of intracortical communication pathways. This pattern aligns with theoretical frameworks in which cell types diversify along Pareto fronts, with specialization emerging through trade-offs between competing functional demands (30–32). In contrast, opossum IT neurons display broader and more overlapping transcriptomic profiles, suggesting more generalized functional identities within intracortical circuits. While the specific computational tasks driving these differences remain unknown, they likely relate to processes such as sensory integration, interareal communication, and experience-dependent modulation.

The spatial organization of IT neurons supports this interpretation. In both species, IT populations exhibit structured laminar distributions, indicating that basic spatial organization is preserved across lineages. However, IT subclasses—including L2/3-like, L5IT-like, and L5NP populations—are less spatially constrained than canonical input–output populations, such as thalamorecipient L4 neurons, extratelencephalic L5PT neurons, and corticothalamic L6 neurons, which remain remarkably conserved in both transcriptomic identity and spatial organization across species. This suggests that evolution may have disproportionately affected intracortical rather than input–output pathways, in contrast to the retina, where evolutionary divergence is greatest among output ganglion cells (29). Crucially, we also demonstrated the existence of a unique spatio-transcriptomic axis between IT_A and IT_C in opossums, supporting the notion that opossum IT neurons along this axis have generalist identities (30).

We also uncovered intriguing differences within populations of inhibitory neurons. Compared with opossums, mice show a shift in inhibitory composition away from PV interneurons toward CGE-derived subclasses, including VIP cells. This pattern may reflect enhanced flexibility, disinhibition, and neuromodulation, reducing emphasis on rigid temporal precision and promoting adaptable cortical computations. PV interneurons receive robust feedforward excitation and provide perisomatic intracortical inhibition that sharpens spike timing and enhances gamma oscillations (37, 49, 50). The relative expansion of CGE-derived interneurons in mice may therefore reflect greater reliance on flexible, state-dependent cortical modulation (51–53), whereas stronger perisomatic inhibition in opossums may favor more feedforward-driven processing. Although interneuron proportions vary across mammalian species (23), molecular differences within excitatory IT populations appear more pronounced than those among inhibitory classes, even when including primates such as marmosets and humans (23, 54–56).

Additional differences in plasticity-associated features reinforce this distinction. PNNs preferentially surround PV interneurons in mice but not opossums, where they appear to be associated with L5 pyramidal neurons (48). In eutherian species, PNNs stabilize inhibitory circuits and contribute to critical period closure and memory consolidation (34, 35). Their association with pyramidal neurons in opossums suggests that plasticity constraints are imposed directly on cortical output pathways, while in mice, PNN localization places these constraints upstream, on inhibitory circuits that gate thalamocortical input.

Together, these findings demonstrate that while the basic laminar framework and major neuronal subclasses of the cortical column are conserved, substantial variation exists in the specialization, spatial organization, and plasticity-related organization of intracortical circuits across mammalian lineages. IT neurons emerge as a principal axis of divergence, providing a comparative foundation for future studies aimed at understanding how cortical specialization and adaptability vary across mammals.

## Methods

### Animals

All procedures involving mice (*M. musculus*) and opossums (*Mo. domestica*) were approved by the University of California, Los Angeles Animal Research Committee (Institutional Animal Care and Use Committee) and performed under protocol ARC-2009-031. One adult (∼P40) male wild-type C57BL/6J mouse was used for spatial transcriptomics. Two additional adult (∼P40) males were used for immunofluorescence. snRNA-seq data from adult mice (P38) were obtained from our previous study (36).

Two adult (1.5–2 years) male opossums were used for snRNA-seq, one younger adult (∼6 months) male opossum was used for spatial transcriptomics, and two additional adult (1.5–2 years) males were used for immunofluorescence.

### V1 dissection

Opossums were deeply anesthetized with isoflurane followed by decapitation, and brains were removed into ice-cold Hibernate A (BrainBits, cat. # HACA). Anatomical landmarks (20) were used to identify area 17 (V1). A 2-mm coronal slice was obtained by bisecting the superior colliculus and making a second cut 2 mm anterior to the first. Cuts were also made lateral to V1 (∼3 mm from the midline) in both hemispheres. V1 was dissected from the underlying white matter, flash-frozen in liquid nitrogen, and stored in liquid nitrogen until snRNA-seq (∼1 year).

### Nuclei isolation and droplet-based snRNA-seq

Nuclei were isolated from each biological replicate using the 10× Genomics Chromium Nuclei Isolation Kit. We performed fluorescence-aided nuclear sorting (FANS) for Draq5-positive nuclei at the UCLA Flow Cytometry Core. After FANS, nuclei suspensions were counted on a hemocytometer using an ethidium bromide counterstain and diluted to 700–1,200 cells per µL. Nuclei suspensions from each biological replicate were loaded into two wells of a 10 × Chromium 3′ v3 chip, each targeting 10,000 cells. We refer to these as library replicates. Libraries were pooled into a single lane of an Illumina NovaSeq X Plus 10B and sequenced to ∼30,000 reads (2 × 50 bp) per cell. Library preparation and sequencing were performed by the UCLA Technology Center for Genomics and Bioinformatics (TCGB).

### Spatial transcriptomics (Stereo-seq v1.3)

Animals were deeply anesthetized with isoflurane followed by decapitation, and brains were immediately removed and submerged in ice-cold 1× phosphate-buffered saline (PBS) containing RNase inhibitor (1 unit per µL; Thermo Fisher, cat. # AM2696). Extracted brains were placed in an ice-cold metal mold and, in the opossum, 2 mm coronal slices were obtained by bisecting the superior colliculus with one blade and inserting additional blades 2 mm anterior and posterior to the first (20). In the mouse, the first blade was inserted at the cortical margins of the midline (below the lambdoid suture) with additional blades 1 mm anterior and posterior. Slices were placed back into ice-cold PBS. To embed two coronal slices (containing four total V1 hemispheres) in the opossum, cuts were made lateral to V1 (∼3 mm from the midline) in both hemispheres, as well as horizontal (∼4 mm from the highest point of the cortical surface). Because of the difference in brain size, these cuts were not necessary in the mouse. Coronal slices were arranged in an ice-cold base mold containing a drop of OCT (Tissue-Tek), then covered in OCT and flash-frozen in liquid nitrogen. Blocks were stored at −80 °C and sectioned at 20 °C. Stereo-seq was performed according to Complete Genomics user manuals. Sectioning and imaging were performed by the UCLA Translational Pathology Core Laboratory. RNA integrity analysis, permeabilization, library preparation, and sequencing were performed by the UCLA TCGB.

RNA integrity numbers obtained from block shavings were 7.1 for opossum tissue and >9 for mouse tissue, both above the recommended threshold of 4.0 for Stereo-seq v1.3. Permeabilization time was optimized according to vendor guidance and set to 12 min for both mouse and opossum samples based on maximal fluorescence signal with minimal diffusion. For transcriptomics, a single 10 µm section was cut and mounted onto the 10 mm × 10 mm chip on the Stereo-seq Chip T slide, fixed in pre-cooled methanol (30 min), and processed with 12-min tissue permeabilization before in situ reverse transcription. cDNAs were then released, denatured, amplified, and purified, and libraries were sequenced on a full MGI DNBSEQ-T7 flow cell with paired-end 75 bp reads. Stereo-seq data processing is discussed in detail below.

### Immunofluorescence

Animals were deeply anesthetized with isoflurane followed by decapitation. Brains were removed into ice-cold 1 × PBS (5 min), transferred to ice-cold 4% paraformaldehyde (5 min), postfixed overnight at 4 °C, and cryoprotected in 20% sucrose before embedding in OCT. Blocks were stored at −80 °C until cryosectioning at −20 °C to obtain 40 µm free-floating coronal sections spanning the rostrocaudal extent of V1. Sections were permeabilized and blocked (0.2% Triton X-100 and 10% normal goat serum in 1× PBS) for 1 h at room temperature (RT), incubated in primary antibodies overnight at 4 °C, washed (3 × 10 min in 1× PBS), incubated in secondary antibodies (2 h, RT), and washed again (3 × 5 min) before imaging. Primary antibodies and concentrations used were as follows: mouse anti-PV (1:1,000; Millipore Sigma, cat. # P3088), WFA (1:500; Vector Laboratories, cat. # FL-1351-2), mouse anti-CC1 (1:200; Millipore Sigma, cat. # OP80), rat anti-myelin basic protein (1:200; Bio-Rad, cat. # MCA409S), and rabbit anti-NeuN (1:1,000; Abcam, cat. # ab177487). Secondary antibodies and concentrations used were as follows: goat anti-mouse Alexa Fluor 594 (1:1,000; Thermo Fisher, cat. # A-11005), goat anti-rabbit Alexa Fluor 488 (1:1,000; Thermo Fisher, cat. # A-11008), and goat anti-rat Alexa Fluor 488 (1:1,000; Thermo Fisher, cat. # A-11006).

### Microscopy

Sections were mounted on glass slides and coverslipped with antifade mounting media (Vector Laboratories, cat. # H-1000-10). Anatomical landmarks were used to identify sections containing V1. Images were acquired on an Olympus BX51WI Upright Fluorescence Microscope equipped with a Prior Lumen 200 Fluorescence Illuminator and a Basler Ace Classic camera (acA2040-90um). Multiple sections from each animal were imaged, with medial and lateral fields collected from each hemisphere at 4× where possible.

### Analysis of single-nucleus transcriptomics data

Mouse snRNA-seq data (36) were obtained from Gene Expression Omnibus (GSE190940; P38 normally reared samples GSM5754081-3). Raw counts were matched with metadata (including “Class,” “Subclass,” and “Type”) from processed H5AD objects (github.com/shekharlab/mouseVC). These data comprised two biological replicates, one split into two library replicates. Seurat v4.3.0 (57) objects were constructed and processed identically to opossum snRNA-seq data (discussed in detail below), without gene ortholog mapping or class/subclass assignment.

Raw sequencing reads (FASTQ) from opossum snRNA-seq libraries were aligned to the *Mo. domestica* reference genome ASM229v1 (58) using Cell Ranger v6.1.1 on the UCLA Hoffman2 cluster with the—include-introns flag. The reference package was generated from Ensembl Release 110 FASTA/GTF files using Cell Ranger's mkref function. Despite similar sequencing depths (Fig. S1A, top), opossum alignments showed substantially lower “reads mapping confidently to transcriptome” (Fig. S1A, bottom), and considerably more intergenic reads (mapping confidently to regions outside of exons, introns, or untranslated regions [UTRs]). Examination of the reference and alignments revealed many genes that contained only coding sequences (often predicted) and lacked introns and 5′ or 3′ UTRs, as well as prominent intergenic read pileups directly downstream (3′) of the annotation. We quantified intergenic reads and their proximity to the nearest same-strand gene using Samtools and BEDtools (Fig. S1B), stratifying by gene biotype and 3′ UTR annotation. This revealed a clear genome-wide pileup within 5 kb downstream of the nearest gene for protein-coding genes with or without 3′ UTRs, along with additional peaks downstream from long noncoding RNAs (lncRNAs). In mice—where most genes have an annotated 3′ UTR (Fig. S1C, inset)—a similar downstream signal was present but constituted a lower fraction of total reads. Notably, the downstream intergenic read distribution for opossum genes with a 3′ UTR was bimodal. Consistent with this, annotated 3′ UTRs were broadly shorter in the opossum genome (Fig. S1C) and showed spikes at 3 bp (stop codons) and 1,000 bp, suggestive of annotation artifacts that could shift apparent pileups further downstream. In light of these artifacts and the presence of downstream pileups for other biotypes, we extended 3′ UTRs up to 3 or 5 kb downstream from the 3′ end of annotation for every gene farther than 10 kb upstream of the nearest same-strand gene (Fig. S1D) and realigned reads to this custom genome. This resulted in an ∼5–10% increase in genes and transcripts (unique molecular identifiers, UMIs) per cell (Fig. S1E and F). Although these metrics remained considerably lower than mouse data (Fig. S1E and F), 3′ extension increased cross-species class-specific pseudobulk expression correlations while minimally affecting the manifold (Fig. S1G), particularly between the 3 and 5 kb extensions. We therefore performed all downstream analyses, including spatial transcriptomics, on data aligned to the genome containing custom 5-kb 3′ UTRs.

All analyses were performed in R (v4.3.0) and using Seurat (v4.3.0) unless otherwise specified. Gene expression matrices from Cell Ranger were imported into Seurat. Opossum data comprised four samples (two biological replicates, each split into two library replicates). As in (36), we filtered cells (700 < genes < 6,500 and UMIs < 40,000) and removed genes expressed in eight or fewer cells. Because mitochondrial genes are not annotated in the opossum genome, we did not filter by mitochondrial UMI fraction. This yielded 32,764 cells and 26,440 genes. Opossum gene names were mapped to mouse gene names when a one-to-one ortholog existed (Ensembl BioMart). Unless otherwise specified, within-species analyses used full gene sets, including species-specific genes.

Cells were normalized using Seurat's SCTransform (v2) workflow (59). We computed 30 PCs, built a nearest-neighbor graph, clustered using the Leiden algorithm (resolution = 1) and visualized with uniform manifold approximation (UMAP). In opossums, this yielded 27 initial clusters (Fig. S1H), with representation from all samples (Fig. S1I and J) and <15% predicted doublets per cluster (Fig. S1K) identified using Scrublet (60). Clusters were divided into glutamatergic, GABAergic, and non-neuronal classes using canonical marker genes (Fig. S1L and M), then each class was re-normalized and re-clustered (Fig. S1N–P). Based on cross-species correspondence (label transfer, see below), predicted doublet composition, or size (Fig. S1Q–S), seven GABAergic clusters (10, 11, 12, 14, 15, 17, and 18) and five non-neuronal clusters (7, 10, 11, 14, and 16) were excluded from downstream analyses.

Within each class, we re-normalized and re-clustered at Leiden resolutions 0.5, 1, and 2 and assigned subclasses based on canonical markers (Fig. 1E). Opossums lacked homologs of the mouse GABAergic subclass Stac and non-neuronal vascular and leptomeningeal cells. As discussed further below, because glutamatergic IT neurons displayed ambiguous marker expression, we defined four opossum IT subclasses (IT_A–D; matching the number of mouse IT subclasses) with unsupervised clustering (Fig. S2E–M). Subclass assignments were evaluated using (i) within-species label transfer (MapQuery) and (ii) differential gene expression analysis (see below). These analyses yielded measures of subclass consistency and separability in opossums that reflected our observations in mice. Cell types were labeled in a similar fashion but are not discussed due to limited interpretability in opossums.

For cross-species or cross-modal integration (Figs. 1F, 3F, and S4E–J), Seurat objects were subset to shared genes (one-to-one orthologs for cross-species), then normalized and clustered in that shared space. We applied SCTransform integration (SelectIntegrationFeatures, PrepSCTIntegration, FindIntegrationAnchors, and IntegrateData) with normalization.method = “SCT,” and features.to.integrate set to shared genes. Integrated objects were visualized using PCA, nearest-neighbor graph construction/clustering, and UMAP. Fractional subclass overlap in the integrated space (Fig. 1F) was computed by summing, across integrated clusters, the minimum fraction of each subclass pair within each cluster.

Within- and cross-species label transfer was performed using Seurat's MapQuery (Figs. S1Q–S, 2C–F, and S2C, F–G, J, K, and O). For within-species transfer (Fig. S2C, F, G, and O), cells were randomly divided into two objects (full gene sets, except for Fig. S2O), normalized and clustered, then used as a reference for label transfer to the other (query) object; predicted labels and probabilities were pooled across splits. For cross-species transfer (Figs. 2C and S2G, K), genes were subset to one-to-one orthologs prior to normalization and clustering, with mouse as the reference. To balance subclasses, we performed 100 iterations in which each subclass contributed at most 100 randomly sampled cells; cells were depleted across iterations until exhausted, then the pool was reset. Per iteration, FindTransferAnchors used reference.reduction = “pca,” dims = 1:30, and MapQuery used reduction.model = “umap.” Confusion matrices comparing predicted (rows) and true (columns) labels were row normalized.

IT neurons were examined in species-specific PC spaces (Fig. 2G and H). PCs were computed from full gene sets, but their overall structure was preserved in ortholog space (Figs. 2I and S3A, B). To account for subclass imbalance, each IT subclass was downsampled to the least common (L6IT/IT_D) for PC computation, and all cells were projected onto these PCs. Pareto Task Inference (32) (ParTI; MATLAB r2023a; github.com/AlonLabWIS/ParTI) was used to fit polytopes to IT cells using PCs 1–30; optimal vertex number (2–10) was evaluated with the principal convex hull algorithm (PCHA) and selected with an automated elbow method process contained in the open-source package, yielding tetrahedra (*n* = 4) in each species. Tetrahedron vertices were projected into PC1–3 space (Figs. 2G–I and S3A, B). We computed pairwise correlations between gene loadings of the top four within-species PCs in mice and opossums (Fig. 2J) by subsetting one-to-one orthologs from the loadings vectors. Using a previously established shuffling procedure (44), we tested whether opossum and mouse IT cells form a genuine continuum and are not discrete subclasses that appear continuous due to noisy gene expression (Fig. S3F and G). We also tested whether cross-species differences in IT continua were attributable to differences in sequencing depth and transcriptome coverage (Figs. S1A, E, F and S3H) by downsampling the mouse UMI count distribution to match the opossum. For each mouse cell, we randomly sampled a target UMI count from the empirical distribution of total UMI counts observed in opossum. Mouse gene expression profiles were then downsampled using multinomial resampling: for each cell, gene-level counts were proportionally reduced to the sampled target UMI total while preserving the original relative expression profile within the cell. This procedure was implemented using the raw count matrix and performed independently for each cell.

We applied high-dimensional WGCNA (hdWGCNA) (61) (smorabit.github.io/hdWGCNA) to opossum and mouse IT cells (Fig. 2L and N). The standard pipeline identified 10 modules in mouse IT cells; after subsetting to one-to-one orthologs, modules were projected onto opossum IT cells with ProjectModules and evaluated with ModulePreservation. Modules with fewer than 50% one-to-one orthologs (M2) or with extremely poor preservation (M8) were excluded. We visualized subclass-specific preservation of modules (Fig. 2M) using ModuleRadarPlot and hub genes from highly preserved modules (Fig. 2N) using HubGeneNetworkPlot. GO was performed and visualized (Fig. 2N) with RunEnrichr and EnrichrBarPlot, respectively.

In Fig. 2Q, we computed within-species Spearman correlations between subclass-average expression profiles using the top 3,000 HVGs (FindVariableFeatures) from log-normalized UMI counts. In Fig. S3E, we *z*-scored log-normalized UMI counts within IT of CGE populations before computing these correlations. In these visualizations, each point represents a homologous pair of mouse (e.g. L2/3 vs. L5IT) and opossum (e.g. IT_A vs. IT_C) correlations.

Differential expression (Fig. 2R) was performed with FindMarkers using log_2_FC > 0.75, with pct.1 > 0.25 and *P* < 0.05 for IT_A vs. IT_C and L2/3 vs. L5IT comparisons. GO analysis was performed using GOfuncR (github.com/sgrote/GOfuncR) restricted to orthologous DEGs and the *M. musculus* database available on Bioconductor (see go_enrich). We considered enriched “biological process” terms with family-wise error rates <0.05. In Fig. 2R, we summarize top GO biological processes and display several associated genes for opossum- and mouse-specific comparisons.

### Analysis of spatial transcriptomics data

Spatial GEMs were generated from Stereo-seq FASTQ files using the Stereo-seq Analysis Workflow (SAW v7.1.2) with manual tissue alignment. Opossum reads were aligned to the same custom genome used for snRNA-seq, and mouse Stereo-seq reads were aligned to GRCm39 (GCA_000001635.9). We used the cellbin.adjusted SAW output format. 

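The deposited matrices still held cells under these limits, so the filter was applied here. It left 79337 opossum cells and 120009 mouse cells, with medians of 875 and 1135 UMIs and of 572 and 743 genes per cell. Before the filter the median numbers of genes were 565 and 742. Of the features in the matrices, 26163 of 30613 in the opossum and 39576 of 61317 in the mouse were found in more than 8 cells. A stricter limit of 200 genes and 300 UMIs moved the medians most, to 979 UMIs and 632 genes in 70306 opossum cells and to 1162 UMIs and 758 genes in 116020 mouse cells.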

Cells with fewer than 50 detected genes or fewer than 100 UMIs were removed (Fig. S4A), as were genes expressed in eight or fewer cells. One micron corresponds to two spatial units in Stereo-seq output (Complete Genomics). 

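After class assignment, the opossum V1 regions held 2455, 2231 and 3040.4 labelled cells per mm², and the mouse regions 3524, 3565, 4123 and 3920.5. The areas behind these densities are the bounding rectangles of the cells of each region, from 0.394 to 0.773 mm² in the opossum and from 0.418 to 0.948 mm² in the mouse. Every mouse region was denser than every opossum region.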

Absolute or relative cell densities were not quantified with Stereo-seq due to transcript dropout potential, which may be more pronounced in opossums (Fig. S4A and M).

V1 regions of interest (ROIs) were manually selected using anatomical landmarks in both species (Figs. 3A and S4K, L). ROIs extended from the top of layer 2/3 to the bottom of layer 6. Due to cortical curvature, multiple adjacent ROIs (cortical columns) were selected in some sections. 

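As measured from the positions of their cells, the opossum regions were 748, 773 and 675 µm high and 999.9, 999.7 and 584 µm wide. The mouse regions were 774, 697, 624 and 699 µm high and 1224, 599, 699.9 and 724 µm wide.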

Within each species, ROIs were combined into a “pseudocolumn” by scaling each ROI to the width and height of the largest ROI. 

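Scaling to the tallest region multiplied depth by 1.03 and 1.15 in the other opossum regions and by 1.11, 1.24 and 1.11 in the other mouse regions. Along the width of a region, the median position of IT_A cells was between 0.466 and 0.506 of the width in the opossum, and that of L2/3 cells between 0.467 and 0.504 in the mouse. Spearman's rho between the depth of IT_A cells and their position along the width was -0.0202, -0.0598 and -0.0671 in the 3 opossum regions, and that of L2/3 cells ranged from -0.138 to 0.00920 in the mouse regions. L6CT cells had a larger slope in opossum region 1, where rho was 0.223.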

Column heights required minimal scaling (Fig. S4K and L), and gene expression patterns and subclass distributions were consistent along ROI width (Figs. 3B and S4K, L).

Clustering Stereo-seq pseudocolumns in transcriptomic space yielded little structure (Fig. S4B and C), prompting integration with snRNA-seq atlases within each species (Fig. S4E–J). 

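Structure in transcriptomic space was measured as the share of the 30 nearest neighbors of a cell, in 30 principal components of the labelled Stereo-seq cells, that carry the same subclass label. The share was 36.0% in the opossum, where the composition alone would give 17.8%, and 24.5% in the mouse, where it would give 14.5%. It was 55.6% for IT_A (35.0% by composition), 42.2% for opossum L6CT (12.4%) and 13.6% for IT_B (2.76%). In the mouse it was 31.1% for L2/3 (18.8%), 38.1% for L4 (25.7%) and 32.7% for L6CT (16.2%). Mouse L5NP, L6b and Vip did not exceed their composition, at 0.778% (0.784%), 0.128% (0.340%) and 0.267% (0.327%). The 30 components together held 5.14% of the variance in the opossum and 3.21% in the mouse.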

Due to a lack of co-clustering using the standard Leiden algorithm, labels were assigned to Stereo-seq cells using *k*-nearest-neighbor classification in integrated PCA space (top 30 PCs), assigning labels only when a sufficient percentage of their cross-modal (snRNA-seq) neighbors belonged to a single class or subclass.

Class assignment was performed over three rounds using agreement thresholds of 100, 100, and 75% among 50 nearest sRNA-seq neighbors (Fig. S4E–G); cells labeled after rounds 1 or 2 were removed before the subsequent round, and cells failing all rounds were excluded (<10% in both species). 

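Of opossum cells with a class, 86.8% received it in the first round, 9.75% in the second and 3.47% in the third. The mouse shares were 62.1%, 23.1% and 14.8%. Subclass labels came later: 32.1%, 50.6% and 17.3% of labelled opossum cells received theirs in rounds 1 to 3, and 36.4%, 42.6% and 21.0% of mouse cells. Over the subclass rounds, cells labelled later were shallower. Median UMIs per cell were 1237 in the second subclass round of the opossum and 1131 in the last, below that of the first round, and fell from 1400.0 to 1310.0 and 1220.5 over the mouse rounds. By subclass, the first round gave 30.9% of IT_A labels and 53.3% of L2/3 labels.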

Subclass assignment followed an analogous three-round procedure with thresholds of 100, 75, and 50% (Fig. S4H–J). In the first round of each procedure (Fig. S4E and H), snRNA-seq cells were randomly downsampled to match Stereo-seq cell numbers. 

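Class and subclass labels were assigned separately and can differ for the same cell. Of opossum cells with an IT_A label, 1594 of 1596 were also of glutamatergic class, and 565 of 568 L6CT cells were. Of 354 opossum cells with a Pvalb label, 197 were of GABAergic class and 142 of glutamatergic class. Sst labels were split into 84 and 83, and of 565 oligodendrocyte labels 230 were of non-neuronal class and 331 of glutamatergic class. In the mouse, 150 of 174 Pvalb cells and 144 of 169 Sst cells were of GABAergic class, and 481 of 588 oligodendrocytes were of non-neuronal class.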

Resulting subclasses closely matched expected spatial distributions (Figs. 3A, C, D and S4K–P). Subpial density profiles were computed using geom_density.

To assess whether cortical depth independently correlated with transcriptomic distance to IT subtype vertices (Fig. 3J), we computed partial Spearman correlations controlling for distance to the alternate vertex using the ppcor package. Statistical significance was assessed by permutation testing (10,000 iterations). In mice, the partial correlation between depth and distance to the L5IT vertex became negative when controlling for distance to L4, consistent with an ordered L2/3–L4–L5IT trajectory.

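In the PC2–PC3 space of the Stereo-seq cells, the plain Spearman correlation of depth with distance from vertex C in mouse L2/3 cells was already negative at -0.0883, before distance from vertex B was held constant. For vertex B the plain correlation was -0.0779. Opossum IT_A cells gave -0.167 for vertex B and 0.0306 for vertex C, so that holding the other distance constant changed the sign for vertex C in the opossum and not in the mouse.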

In opossum snRNA-seq data, IT_A comprised three Leiden clusters (resolution 0.3) combined during subclass assignment (Fig. S2I–M). Cluster labels were transferred to Stereo-seq pseudocolumn cells using nearest-neighbor assignment. Two major IT_A subclusters (1 and 2) were broadly distributed, while a smaller subcluster (5) that peaked solely in the deeper layers appeared unlikely to drive spatial effects (Fig. S4P, left; the dashed line is normalized to the peak of cluster 1). 

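The deposited cluster labels at this resolution carry numbers that do not line up with subclusters 1, 2 and 5 of IT_A as the text numbers them, so clusters are described here by the subclass label most common in each. Cluster 1 held 672 cells, of which 571 (85.0%) were IT_A, and cluster 3 held 772 cells, of which 641 (83.0%) were IT_A. Their median depths were 167.8 and 173.9 µm, with 21.1% and 18.1% of cells below the median depth of IT_B. A smaller cluster, number 6, held 65 cells, of which 61 (93.8%) were IT_A. It lay at a median of 374.5 µm, with 49.2% of cells below the median depth of IT_B. Cluster 8 held 10 cells, all IT_A, at a median of 470.6 µm. By contrast, cluster 2 was mostly L6CT (458 of 636 cells, 72.0%) and cluster 5 mostly IT_B (111 of 203 cells, 54.7%).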

Despite IT_A subcluster 1 showing enrichment for species-specific lncRNAs (Fig. S4Q), its distribution was closely aligned with subcluster 2. 

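The depth distributions of clusters 1 and 3 overlapped by 91.0% over 20 equal depth bins. Each overlapped less with the smaller cluster 6, by 65.4% and 64.0%. The mouse types L2/3_A, L2/3_B and L2/3_C held 11, 1206 and 40 labelled cells at median depths of 65.6, 123.6 and 171.4 µm, and of L2/3_B cells 15.9% lay below the median depth of L4.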

All IT_A subclusters have the highest gene expression correlations with mouse L2/3 (Fig. S4R), with graded spatial and transcriptomic relationships to L5IT examined in Fig. 3G–J. Thus, IT_A subclusters could be conceptualized as cell types with differing spatial arrangements, as in mouse L2/3 (36, 44).

To visualize transcriptomic gradients in Stereo-seq cells, IT subclasses (L2/3–IT_A, L4–IT_B, and L5IT–IT_C) were projected into PC space (Fig. 3F). Triangles were fit using a Python (v3.9.19) implementation of PCHA (github.com/ulfaslak/py_pcha; noc = 3, delta = 0.1), and cells were colored using a barycentric interpolation scheme based on their vertex proximity (Fig. 3G and H).

### Analysis of immunofluorescence data

Automated segmentation of PV- and NeuN-positive cells was performed using Cellpose (62) with the cyto2 model (cell diameter = 8, flow threshold = 0.5, cell probability threshold = −2.5), followed by manual curation. All analyses used mask centroids and were summarized at the section (hemisphere) level. Layer-specific PV cell densities (Fig. 4C) were obtained by manual selection of the neocortical layers using the NeuN channel.

For WFA analyses, images were background-subtracted using morphological opening (structuring element radius ∼50 µm) and intensity normalized to the 99.5th percentile of cortical WFA signal. Cortical boundaries, the pial surface, and the lateral extent of V1 were manually annotated for each section.

To quantify areal variation in PV density and WFA fluorescence (Fig. 4F), PV centroids and cortical pixels were projected onto the nearest point along the pial surface and assigned an arc-length coordinate. The pial surface was subdivided into fixed-width bins, and PV density was computed as cells per mm^2^ by normalizing PV counts to bin area. Median WFA fluorescence was computed across pixels within each bin.

To assess PV-centered PNN localization (Fig. 4G), WFA enrichment was calculated for each PV cell as the difference between median WFA intensity in a perisomatic annulus (5–15 µm from the centroid) and median intensity in a surrounding local background region. A depth-matched null distribution was generated by sampling random cortical points matched to the depth distribution of PV cells and computing the same metric.

## Supplementary Material

pgag055_Supplementary_Data

## Data Availability

Code is available on GitHub (github.com/ryan-gorzek/opossum-V1-omics). Raw and processed opossum snRNA-seq (GSE299387) and Stereo-seq (GSE299386) data are available on NCBI Gene Expression Omnibus (GEO). Raw mouse snRNA-seq data from our previous study (36) are available on GEO (GSE190940; P38 normally reared samples GSM5754081-3), and processed/labeled data are available by request (github.com/shekharlab/mouseVC). Immunofluorescence images are available on Figshare (doi.org/10.6084/m9.figshare.31427822).

# Supplementary material for: Comparative transcriptomics reveals differences in cortical cell type organization between metatherian and eutherian mammals
**Source:** PNAS Nexus. 2026 Apr 16;5(4):pgag055. doi: 10.1093/pnasnexus/pgag055
**Supplement:** pgag055_Supplementary_Data

# Comparative transcriptomics reveals differences in cortical cell type organization between metatherian and eutherian mammals

**Authors:** Ryan Gorzek and Joshua T. Trachtenberg

**Author Contributions:** Conceptualization: JTT; Resources: JTT; Data curation: RG; Software: RG; Formal Analysis: RG, JTT; Validation: RG; Investigation: RG, JTT; Visualization: RG; Methodology: RG; Supervision: JTT; Project Administration: JTT; Funding Acquisition: JTT; Writing – Original Draft: RG, JTT; Writing – Review and Editing: RG, JTT.

**Competing Interest Statement:** Joshua Trachtenberg is the co-owner of Neurolabware, LLC.

**Classification:** Biological Science; Neuroscience

**Keywords:** Neocortex, transcriptomics, comparative, evolution, column

This file includes:

- Supplementary Figures 1 to 4
- Supplementary Table

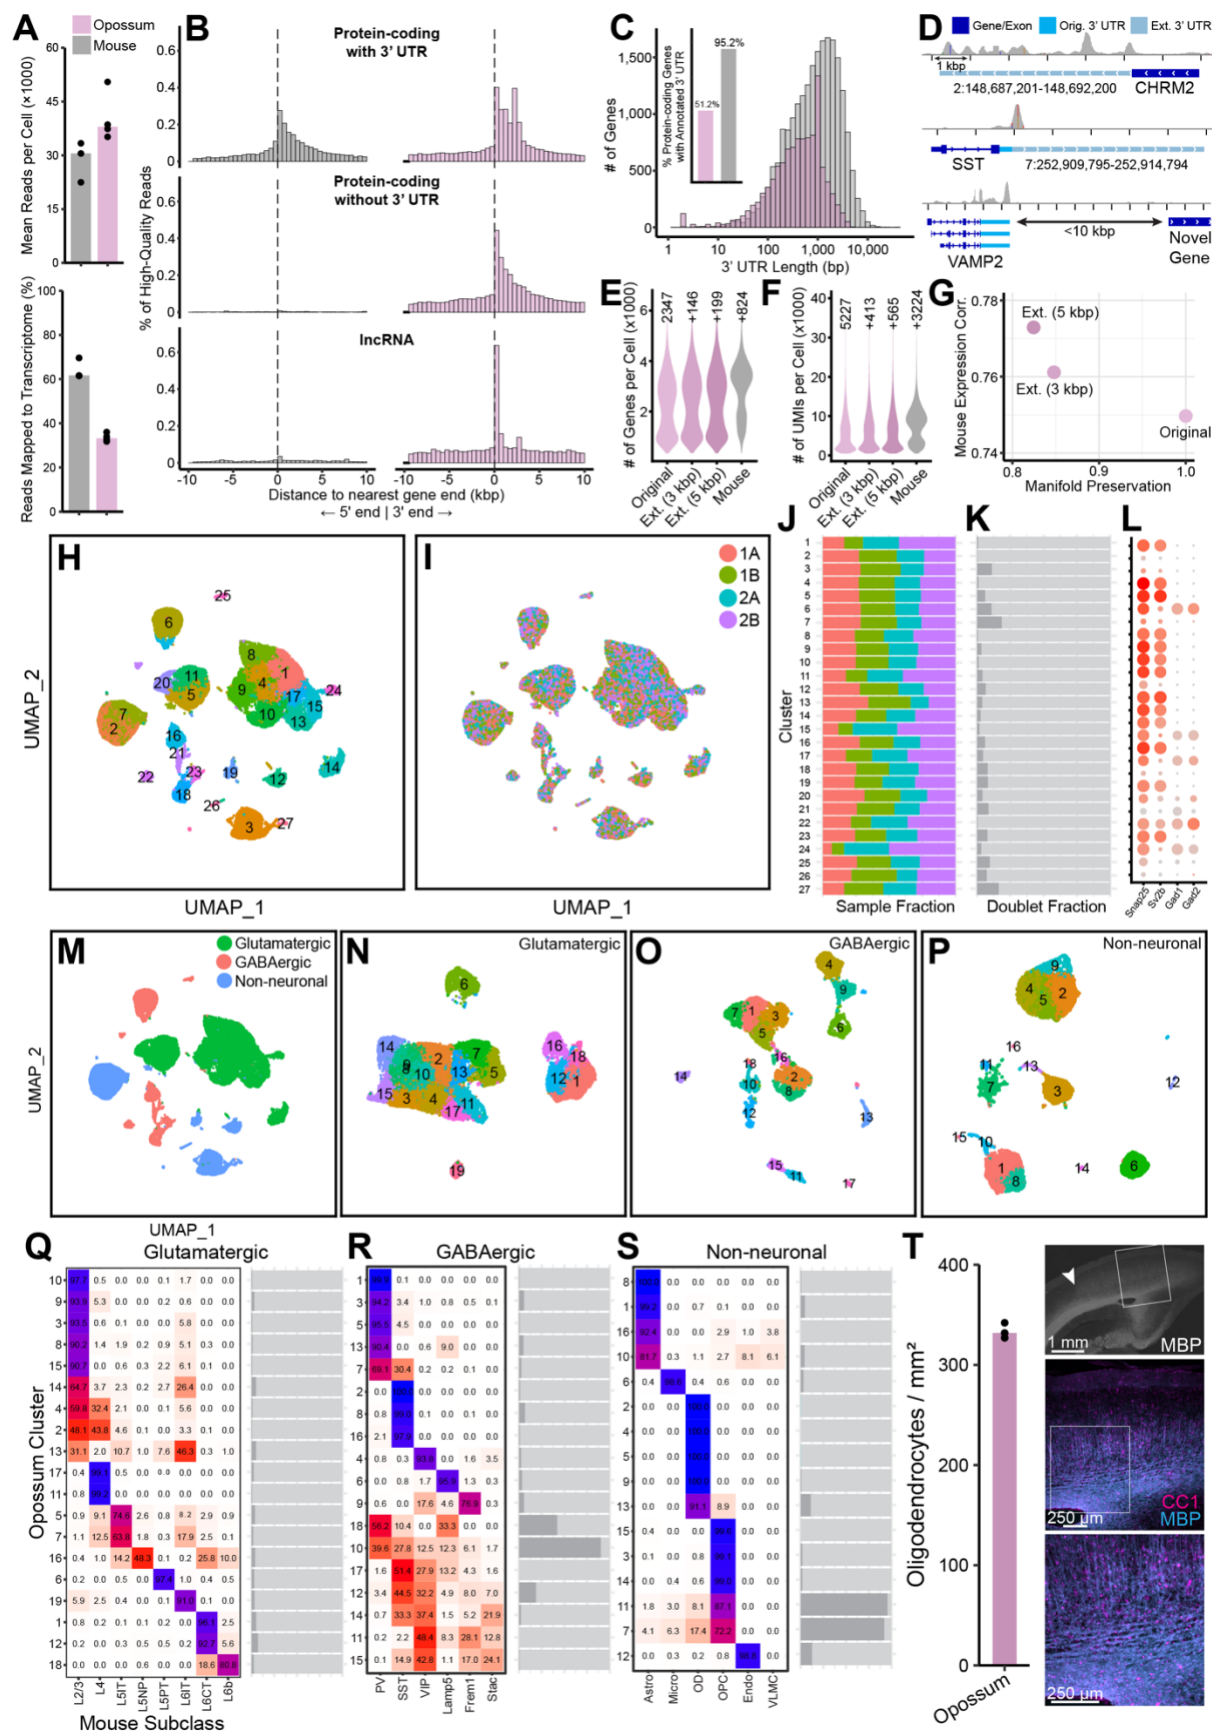

## Figure S1. Opossum snRNA-seq data preprocessing.

(A) Despite comparable sequencing depths, the percentage of snRNA-seq reads mapping confidently to the transcriptome (exons, introns, and untranslated regions [UTRs]) in opossums was nearly half of that in mice. (B) Intergenic (mapping confidently to regions outside of exons, introns, or UTRs) read locations relative to the closest gene (negative is 5' or upstream, positive is 3' or downstream) in mice and opossums. Distributions are shown by gene biotype (protein-coding with or without an annotated 3' UTR, or long noncoding RNA [lncRNA]) of the closest gene, as a fraction of total high-quality reads. Because most mouse protein-coding genes have an annotated 3' UTR (see panel C), most intergenic reads fall into that group. Note the bimodality of that group in opossums (related to panel C). (C) Fraction of genes with an annotated 3' UTR in both species, and distribution of their lengths. Note small spikes at 3 bp (stop codons) and 1000 bp (consistent with annotation artifacts). (D) Examples of gene extension that capture downstream read pileups in opossums, even when 3' UTR annotation is already present (e.g., SST). Genes less than 10 kbp upstream of a neighboring gene were not extended (e.g., VAMP2). (E–F) Distribution of genes (E) and transcripts (UMIs; F) per cell in original and extended (3 or 5 kbp) opossum genome configurations, relative to mice. The median is shown for the original opossum genome, with others shown as relative increases. (G) Manifold preservation plotted against mouse expression correlation for opossum genome configurations. Manifold preservation was quantified as the mean fraction of each cell's k=30 nearest neighbors in PCA space (30 PCs) that are shared between the original and extended genomes: a value of 1.0 indicates identical local structure. Mouse expression correlation was computed as the mean Spearman correlation coefficient between opossum and mouse pseudobulk expression profiles aggregated by cell class (glutamatergic, GABAergic, non-neuronal). (H) Unsupervised Leiden clustering of all opossum cells passing initial quality control (see Methods) in UMAP space. (I–J) UMAP (I) and cluster-wise (J) representations of samples in opossum snRNA-seq data. Numbers (1 and 2) represent biological replicates and letters (A and B) represent technical replicates. (K) Cluster-wise representations of putative doublets (see Methods). (L) Canonical neuronal (*Snap25*), glutamatergic (*Sv2b*), and GABAergic (*Gad1*, *Gad2*) marker genes used to divide unsupervised clusters into cell classes. (M) All opossum cells divided into cell classes. (N–P) Unsupervised clustering of glutamatergic (N), GABAergic (O), and non-neuronal (P) cells prior to removal of ambiguous or doublet-enriched clusters. (Q–S) Cluster-wise cross-species correspondence (left) and doublet representation (right) for glutamatergic (Q), GABAergic (R), and non-neuronal (S) classes used to guide removal of ambiguous/artifact clusters. (T) Oligodendrocyte densities in opossum V1 (left) were measured in sections co-labeled for CC1 (mature oligodendrocytes; magenta) and myelin basic protein (MBP; cyan) marking myelinated processes (right). Related to Fig. 1K, see also (42).

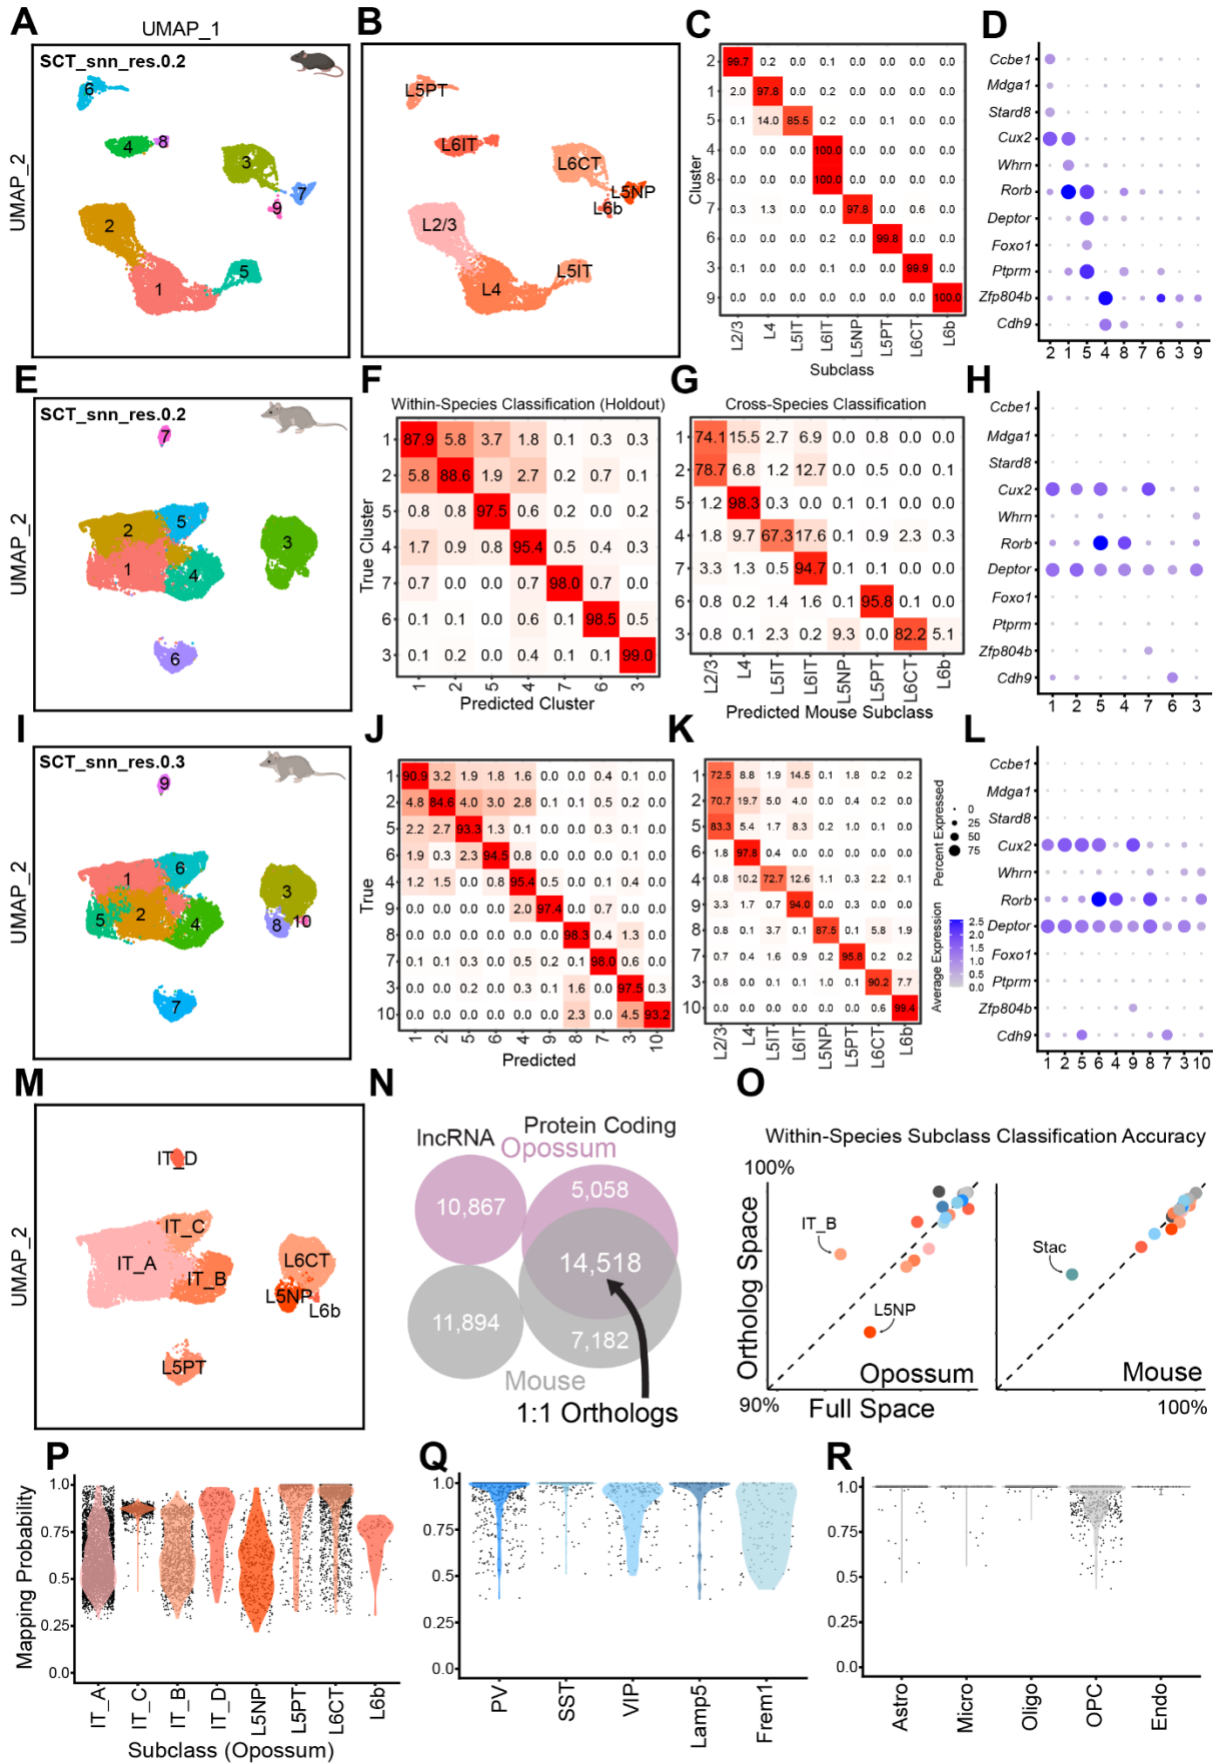

**Figure S2. Semi-supervised labeling of opossum intratelencephalic (IT) subclasses and cross-species correspondence.**

(A) Mouse glutamatergic cells in UMAP space, clustered at low resolution (0.2) with the Leiden algorithm. (B) Mouse glutamatergic cells in UMAP space, labeled by subclass (30). (C) Confusion matrix between low-resolution unsupervised clustering and subclass labels in mice. (D) Canonical glutamatergic subclass marker gene expression in unsupervised clusters shown in (A). (E) Opossum glutamatergic cells in UMAP space, clustered at low resolution (0.2). (F) Confusion matrix derived from 50% train-test splits of unsupervised clusters shown in (E). (G) Confusion matrix derived from cross-species label transfer (see Methods) between mouse glutamatergic subclasses and unsupervised clusters shown in (E). (H) Canonical glutamatergic subclass marker gene expression in unsupervised clusters shown in (E). (I–L) Same as (E–H), but with Leiden resolution set to 0.3. (M) Final glutamatergic subclass assignment in opossums. Clusters 1 and 2 in (E) were merged to form IT\_A. L6CT, L5NP, and L6b correspond to clusters 3, 8, and 10 in (I). (N) Composition of the opossum genome. Long noncoding RNAs (lncRNAs) are species-specific and one-to-one orthologs are exclusively protein-coding genes. (O) Classification accuracy of 50% train-test splits for each subclass in species-specific (full) and orthologous gene expression space in opossums and mice. (P–R) Cross-species mapping quality (obtained from MapQuery, see Methods) scores for opossum cells shown by glutamatergic (P), GABAergic (Q), and non-neuronal (R) subclasses. Related to Fig. 2C–F.

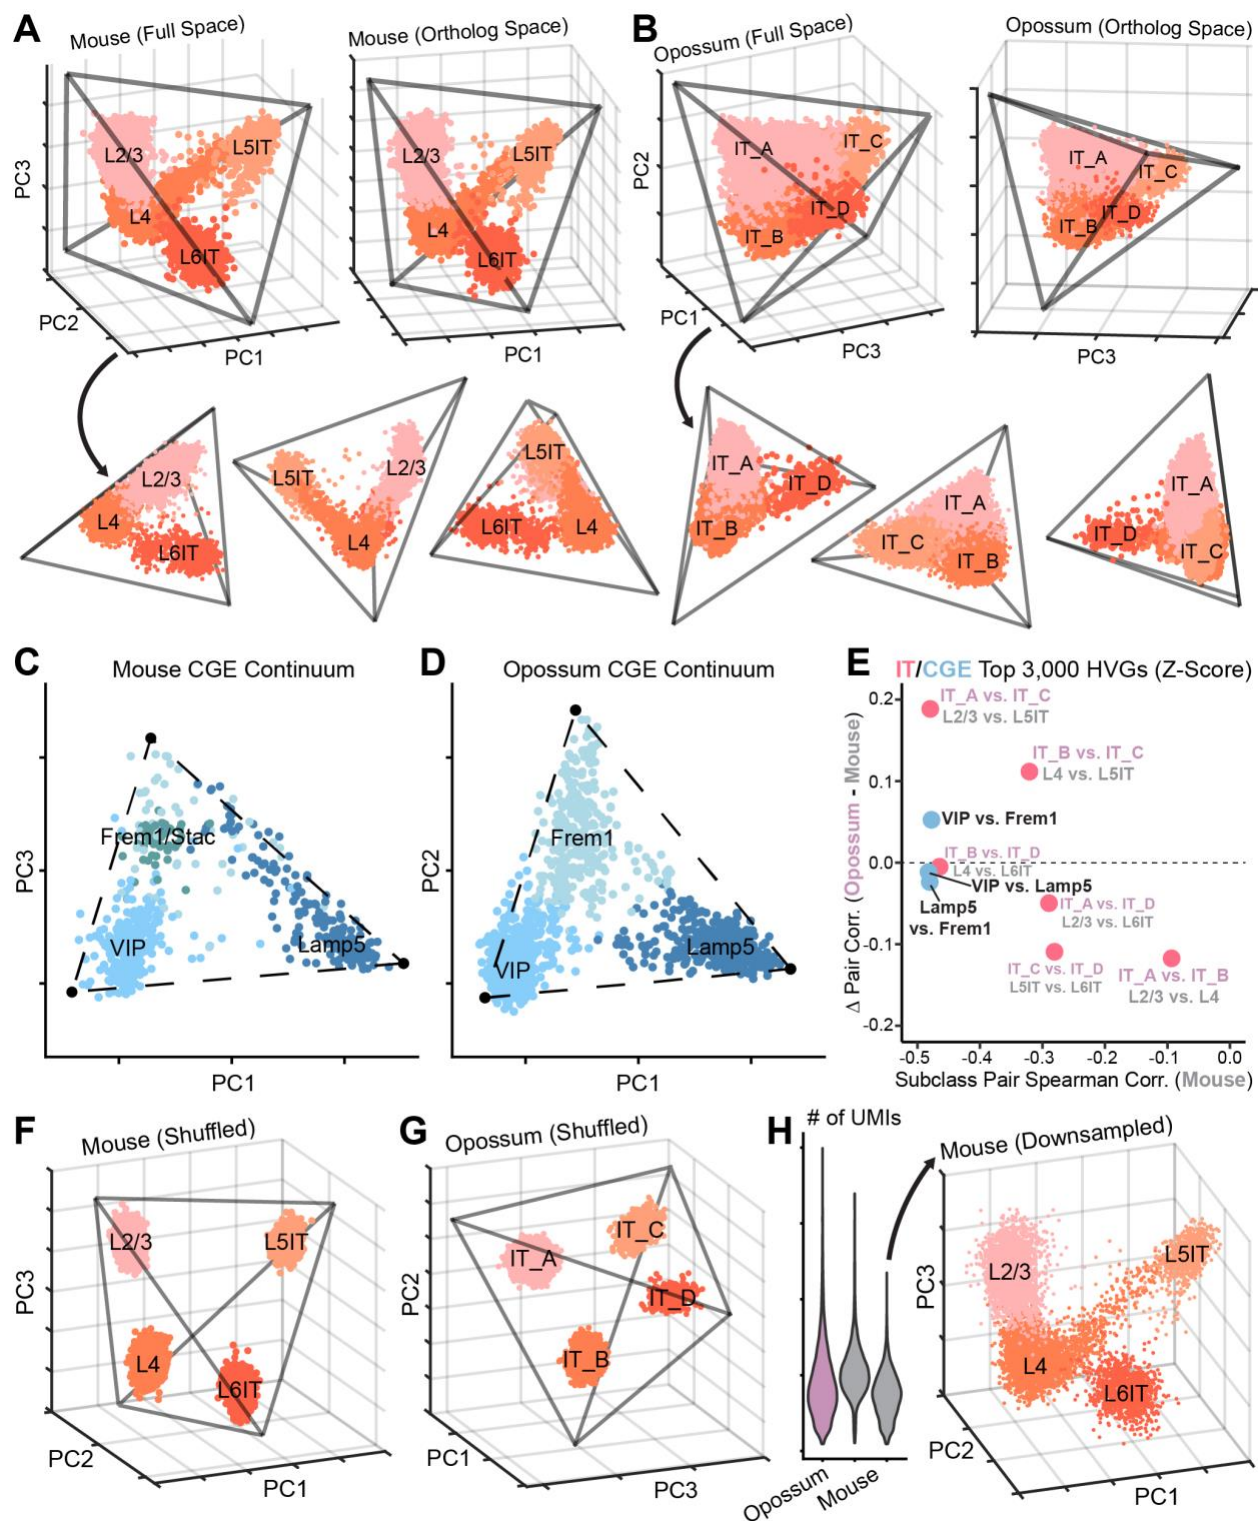

**Figure S3. IT principal component (PC) spaces, other gradients, and quality controls.**

**(A–B)** Tetrahedral IT gradients in mouse (A) and opossum (B) principal component spaces, shown from various angles. Tetrahedrons were fit using established algorithms (see Methods).

Related to Fig. 2G–H. **(C–D)** GABAergic neurons derived from the caudal ganglionic eminence (CGE), which form a continuum in gene expression space, display similar triangular gradients in mice (C) and opossums (D). **(E)** Relationship between within-species subclass similarity and cross-species divergence for IT and CGE continua. Each point represents a pair of IT or CGE subclasses. The x-axis shows the Spearman correlation of subclass-pair gene expression in mice, computed over the top 3,000 highly variable genes (z-scored within IT or CGE subclasses). The y-axis shows the difference in this pairwise correlation between opossum and mouse (opossum – mouse). Positive values indicate increased similarity in opossum relative to mouse, while negative values indicate reduced similarity. Note that CGE subclass pairs have similar within-continua similarity to L2/3 and L5IT, but this correlation (IT\_A vs. IT\_C) increases in opossums considerably more than the CGE pairs. **(F–G)** Randomly shuffling gene expression within subclasses (see Methods) confirms that mouse (F) and opossum (G) IT cells form continua that are not driven by noise (see Methods). **(H)** The mouse IT continuum retains its structure after downsampling UMI (transcript) counts to match opossum levels (see Methods).

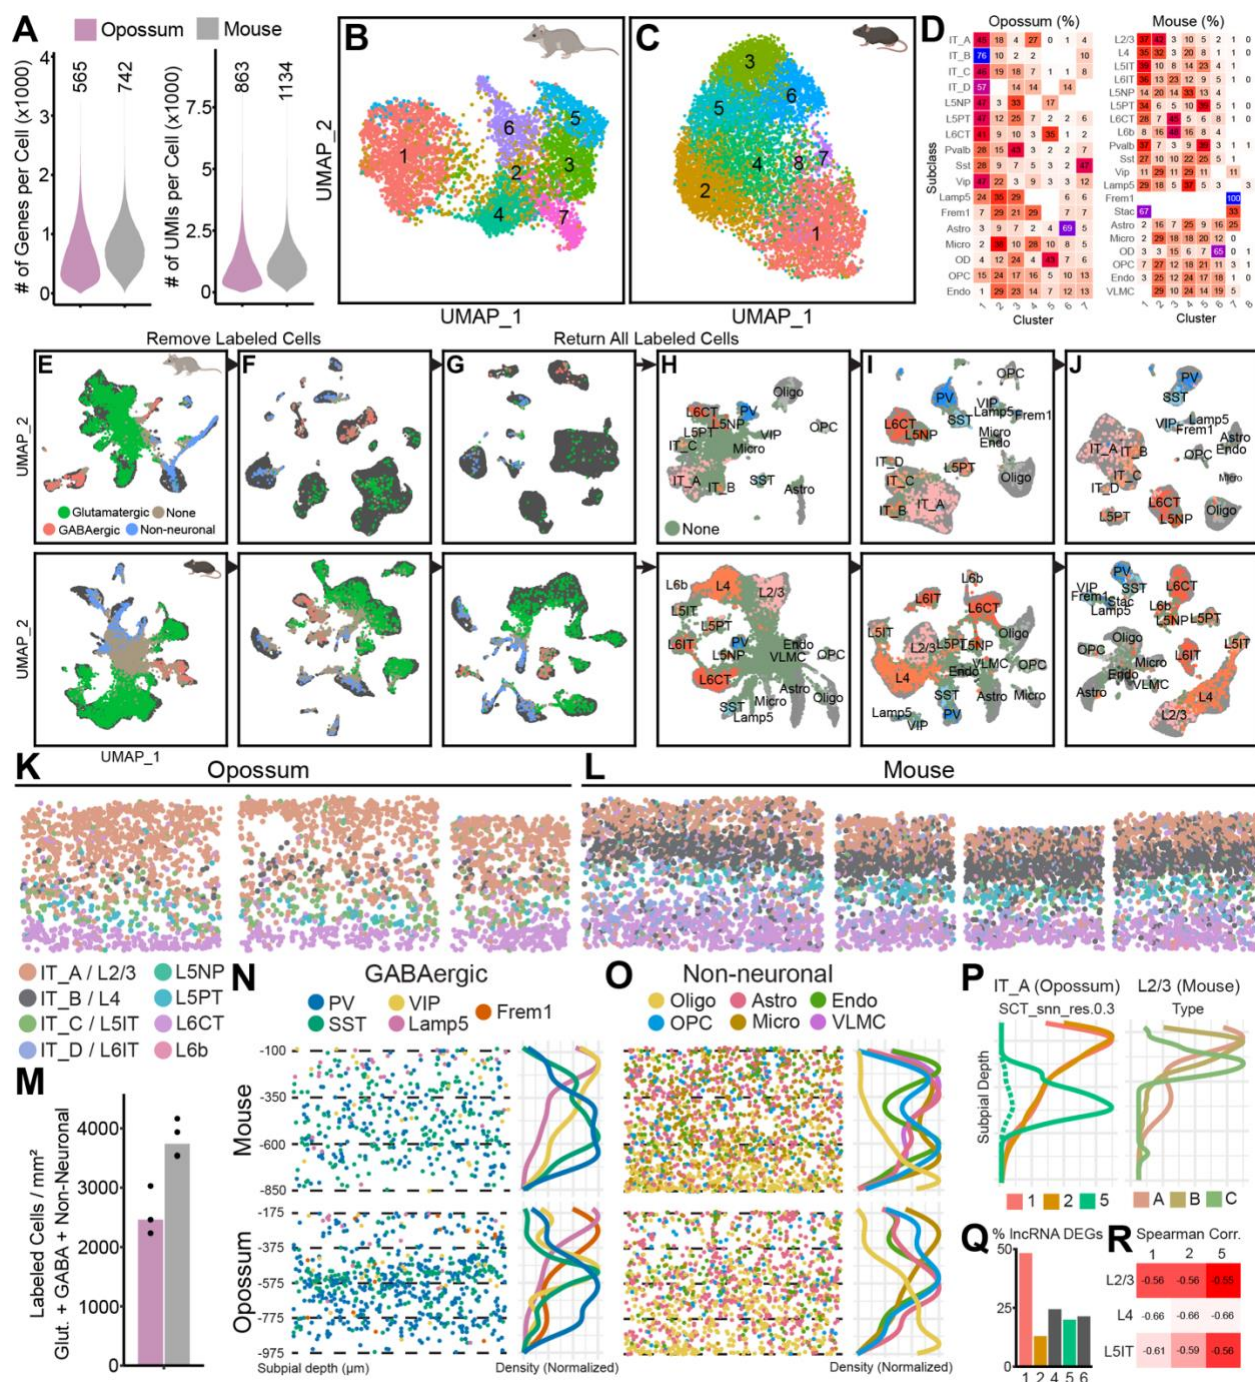

**Figure S4. Stereo-seq preprocessing and non-glutamatergic cell subclass distributions.**

(A) Number of genes (left) and UMIs (right) per cell in all Stereo-seq cells from mice and opossums. (B–C) Unsupervised clustering of opossum (B) and mouse (C) Stereo-seq cells. (D) Final subclass (the result of H–I, see Methods) membership among unsupervised clusters in the original Stereo-seq space (B–C) for opossums (left) and mice (right). (E–G) UMAP representation of integrated snRNA-seq (gray) and Stereo-seq (colored by class) cells in opossums (top) and mice (bottom). Stereo-seq class labels were assigned using nearest

neighbors in PCA space (see Methods). **(H–J)** Same as (E–G), but with Stereo-seq cells labeled by subclass. Ambiguous cells labeled 'None' in (G) were removed before the integration step in (H) (see Methods). **(K–L)** Individual cortical columns extracted from opossum (K) and mouse (L) Stereo-seq sections. Only glutamatergic cells are shown, colored by subclass. **(M)** Total cell density (cells per mm<sup>2</sup>) for mouse and opossum Stereo-seq data following class assignment (see Methods). **(N–O)** Distribution of non-neuronal (N) and GABAergic (O) subclasses from pooled V1 regions. Related to Fig. 3C–D. **(P)** Spatial distributions of IT\_A subclusters at Leiden resolution 0.3 (left; fig. S2I–L) and mouse L2/3 types (right). The dashed line for subcluster 5 is normalized to the peak of cluster 1. **(Q)** Fraction of IT subcluster DEGs that are long non-coding RNAs (lncRNAs) at Leiden resolution 0.3 (fig. S2I–L). See Methods for further discussion. **(R)** Spearman correlation between the top 3,000 highly variable genes (HVGs) of opossum IT\_A subclusters (Leiden resolution 0.3) and mouse IT subclasses. See Methods for further discussion.

| Figure | Panel | Test                                          | Statistic                         | P-Value  |
|--------|-------|-----------------------------------------------|-----------------------------------|----------|
| 1      | G     | ANOVA (fraction ~ species * cell_class)       | F = 19.74 (species:cell_class)    | 0.00125  |
|        |       | Tukey MC t-Test (Mouse:Glut. – Opossum:Glut.) |                                   | 0.04385  |
|        |       | Tukey MC t-Test (Mouse:GABA. – Opossum:GABA.) |                                   | 0.04385  |
|        | H     | ANOVA (fraction ~ species * cell_subclass)    | F = 0.917 (species:cell_subclass) | 0.47000  |
|        | I     | ANOVA (fraction ~ species * cell_origin)      | F = 48.46 (species:cell_origin)   | 0.00004  |
|        |       | Tukey MC t-Test (Mouse:MGE – Opossum:MGE)     |                                   | 0.00281  |
|        |       | Tukey MC t-Test (Mouse:CGE – Opossum:CGE)     |                                   | 0.00281  |
|        | J     | ANOVA (fraction ~ species * cell_subclass)    | F = 47.93 (species:cell_subclass) | 2.07e-13 |
|        |       | Tukey MC t-Test (Mouse:PV – Opossum:PV)       |                                   | 0.00000  |
|        |       | Tukey MC t-Test (Mouse:SST – Opossum:SST)     |                                   | 0.00021  |
|        |       | Tukey MC t-Test (Mouse:VIP – Opossum:VIP)     |                                   | 0.00411  |
|        |       | Tukey MC t-Test (Mouse:Lamp5 – Opossum:Lamp5) |                                   | 0.10668  |
|        |       | Tukey MC t-Test (Mouse:Frem1 – Opossum:Frem1) |                                   | 0.10076  |
|        | K     | ANOVA (fraction ~ species * cell_subclass)    | F = 92.14 (species:cell_subclass) | 2.0e-16  |
|        |       | Tukey MC t-Test (Mouse:Astro – Opossum:Astro) |                                   | 0.01812  |
|        |       | Tukey MC t-Test (Mouse:Micro – Opossum:Micro) |                                   | 0.00011  |
|        |       | Tukey MC t-Test (Mouse:Oligo – Opossum:Oligo) |                                   | 0.00000  |
|        |       | Tukey MC t-Test (Mouse:OPC – Opossum:OPC)     |                                   | 0.40149  |
| S1     | T     | Tukey MC t-Test (Mouse:Endo – Opossum:Endo)   |                                   | 1.8e-06  |
|        |       | ANOVA (fraction ~ species * cell_subclass)    | F = 70.95 (species:cell_subclass) | 7.8e-11  |
|        |       | Tukey MC t-Test (Mouse:Astro – Opossum:Astro) |                                   | 0.00013  |
|        |       | Tukey MC t-Test (Mouse:Micro – Opossum:Micro) |                                   | 0.00011  |
|        |       | Tukey MC t-Test (Mouse:Oligo – Opossum:Oligo) |                                   | 0.00000  |
| 3      | I     | Tukey MC t-Test (Mouse:OPC – Opossum:OPC)     |                                   | 0.99837  |
|        |       | Wilcoxon Rank-Sum Test                        |                                   | 0.0571   |
|        |       | Partial Spearman Perm. Test (n=10,000)        | Mouse Vtx. B   C: r = -0.243      | 0.00000  |
|        |       | Partial Spearman Perm. Test (n=10,000)        | Mouse Vtx. C   B: r = 0.086       | 0.0046   |
|        |       | Partial Spearman Perm. Test (n=10,000)        | Opossum Vtx. B   C: r = -0.397    | 0.00000  |
| 4      | B     | Partial Spearman Perm. Test (n=10,000)        | Opossum Vtx. C   B: r = -0.116    | 0.00020  |
|        |       | Wilcoxon Rank-Sum Test                        | W = 40                            | 0.00822  |
|        | C     | ANOVA (density ~ species * layer)             | F = 135                           | 2.0e-16  |
|        |       | Tukey MC t-Test (Mouse:L1 – Opossum:L1)       |                                   | 1.00000  |
|        |       | Tukey MC t-Test (Mouse:L2/3 – Opossum:L2/3)   |                                   | 0.33742  |
|        |       | Tukey MC t-Test (Mouse:L4 – Opossum:L4)       |                                   | 0.00021  |
|        |       | Tukey MC t-Test (Mouse:L5 – Opossum:L5)       |                                   | 0.00002  |
|        |       | Tukey MC t-Test (Mouse:L6 – Opossum:L6)       |                                   | 0.27145  |
|        | E     | ANOVA (density ~ species * layer)             | F = 5.387 (species:layer)         | 0.00216  |
|        |       | Tukey MC t-Test (Mouse:L1 – Opossum:L1)       |                                   | 0.98782  |
|        |       | Tukey MC t-Test (Mouse:L2/3 – Opossum:L2/3)   |                                   | 0.99904  |
|        |       | Tukey MC t-Test (Mouse:L4 – Opossum:L4)       |                                   | 0.99996  |
|        |       | Tukey MC t-Test (Mouse:L5 – Opossum:L5)       |                                   | 0.72384  |
|        |       | Tukey MC t-Test (Mouse:L6 – Opossum:L6)       |                                   | 0.00028  |

**Table S1. Statistical tests, test statistics, and p-values for all main and supplementary figures.**

How the deposited data were processed for this re-analysis (not part of the article)

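The measurements are Stereo-seq data from 2 samples, 1 section of an opossum brain block and 1 section of a mouse brain block. The authors ran the Stereo-seq Analysis Workflow with manual tissue alignment, aligned opossum reads to a custom genome with extended 3′ ends of genes and mouse reads to GRCm39, and summed UMIs over segmented cells. They deposited these UMI counts per gene and cell without normalization. The deposited labels hold the V1 region of each cell, whether it passed the authors' filter, its class and subclass from nearest-neighbor classification against the snRNA-seq atlas of the same species, the round in which each label was given, and cluster labels for the opossum and type labels for the mouse. The positions are given in spatial units, of which 2 make 1 µm.

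Everything else was computed from these counts and labels with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0, and plots were drawn with matplotlib 3.10.9. Cells with at least 50 genes and 100 UMIs were kept, as in the paper. Subclasses with fewer than 25 cells in the V1 regions were left out, except in the shares of GABAergic cells. The depth axis of a V1 region was taken from the smallest rectangle that encloses its cells, turned so that IT_A or L2/3 lies at the top and L6CT at the bottom, and depth was scaled to the tallest region of the species. Because IT_A, L2/3 and L6CT set which end is the top, their being at opposite ends is not a result, but the distances between subclasses are.

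Levels of genes are UMIs per 10000 UMIs, with exact Poisson intervals at 95% on summed counts, and shares of cells have exact Clopper-Pearson intervals at 95%. Both cover counting error only. Depth profiles of genes used 10 equal bins. The Gini index was computed from the number of cells in 20 equal depth bins. Density below and above L4 or IT_B was the number of cells per unit of depth on each side of the pooled median depth of that subclass. For the vertices, counts were log-normalized, the 3000 most variable genes among those found in at least 1% of cells were scaled, with values limited to 10, and 30 principal components were computed. Vertices were the mean of the 5% of cells of each subclass farthest out in PC2–PC3. Gradients with depth were Spearman's rho across glutamatergic cells for genes found in at least 5% of them. A gene without a gradient takes 1 sign in all regions by chance in 25% of cases with the 3 opossum regions and in 12.5% with the 4 mouse regions, if regions are independent.

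The gradient computation was tested on simulated data drawn from the observed means and library sizes, with 200 genes given a trend. Over 4827 opossum genes and 4848 mouse genes, 100% of the genes with a trend took the right sign in both species from all UMIs, and 99% in the opossum and 100% in the mouse after thinning to 300 UMIs. Genes without a trend took 1 sign in every region far more often than chance when all UMIs were used, because UMIs per cell vary with depth, so the rho after thinning is given as well.

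With 1 animal per species there is no test between species, no p-value was computed from cells or regions, and the SD over V1 regions describes 1 section. Main settings, the alternatives to them and the rule for naming genes were set before the data were examined, except where an alternative is said to have been chosen after the data had been seen, and apart from 2 main settings. PC2–PC3, the plane the paper names, was kept for the vertices after other spaces had also been examined. PV cells of the opossum were taken by their subclass and class labels in place of the planned minimum of 1 Pvalb UMI. The rule names the genes of Fig. 3B, markers of the cell types, genes of perineuronal nets, and in each species the 5 genes with the highest and the 5 with the lowest rho among those with 1 sign in every region. Some genes that this rule names are not reported here. The alternatives were a filter of 200 genes and 300 UMIs or none, 10 or 50 bins for the Gini index, unscaled depth, cell numbers in place of densities, the median of each region, at least 500 UMIs per cell, glutamatergic cells only, subclass means as vertices, plain correlations, summed markers in place of distances, thinning to 300 UMIs, marker-positive cells, and each V1 region left out in turn.

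Of 30613 opossum features, 11598 carry a gene symbol other than their identifier, and opossum genes were matched to mouse symbols without regard to case. No opossum feature carries the symbol Pvalb, Slc17a7, Ncan or Vcan, so these genes are not analysed here in the opossum. Of 61317 mouse features, 61249 are listed in the GENCODE annotation from which mouse coordinates are given. The snRNA-seq data, the Pareto analysis built on them and the immunolabeling were not used here. The vertices in PC space therefore come from the Stereo-seq cells alone and are not those of the paper.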

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

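Thinning was an alternative set for all genes, but its use to test PCP4L1 was chosen only after the result was seen. The test of net genes at the same depth was set before that result.

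PCP4L1, a gene that the paper does not discuss, had the second highest correlation with depth of all 4827 opossum genes tested, and stands out as a signal outside the genes the paper reports on. Its rho was 0.424 across glutamatergic cells, from 0.396 to 0.477 in the 3 regions and from 0.404 to 0.439 with each region left out. It was detected in 39.7% of glutamatergic cells, with 3404 UMIs. In the mouse, Pcp4l1 had a rho of 0.0421, and -0.000931 after thinning to 300 UMIs, whereas Pcp4 rose with depth. Differences in UMIs per cell over depth are argued against as the whole cause, since the opossum rho after thinning was 0.249, above that of 99.96% of genes. RNA from neighboring cells, reads shared with a related gene and the extended 3′ ends of the custom genome were not tested for this gene and stay open. A difference between the species stays open too, and was not tested, since each is represented by 1 animal.

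As a sum, genes of perineuronal nets were higher in opossum PV cells than in other neurons, in transcripts that the paper does not report. Of the 7 genes Acan, Hapln1, Bcan, Ncan, Tnr, Vcan and Hapln4, 5 were found in the opossum. Summed, they had 105 UMIs in 197 cells of PV subclass and GABAergic class, or 3.00 UMIs per 10000 (95% exact Poisson interval 2.45 to 3.63), and 1001 UMIs in 3886 other neurons, or 1.76 (1.66 to 1.88), a ratio of 1.70. Other neurons are all remaining cells of glutamatergic or GABAergic class. In the opossum, 3752 of the 3886 are of glutamatergic class. These include 142 Pvalb-labelled, 331 oligodendrocyte-labelled and 133 astrocyte-labelled cells. Against PV-labelled mouse cells of GABAergic class, the numbers with these labels are 21, 104 and 15. The opossum ratio is therefore mostly against glutamatergic cells, and no comparison with other GABAergic cells was run in either species. HAPLN4 differed most, at 2.87 times, followed by HAPLN1 at 1.83 and TNR at 1.60, whereas BCAN was at 1.10. The intervals of TNR and BCAN overlapped those of other neurons, whereas those of HAPLN4 and HAPLN1 did not. ACAN had no UMI in PV cells, which allows up to 0.105 per 10000 by its interval, and 0.0529 in other neurons, so no difference was detectable. In the mouse all 7 genes were found. Cells of PV subclass and GABAergic class had 5.86 UMIs per 10000 and other neurons 4.65, a ratio of 1.26. Cells with at least 1 Pvalb UMI gave 1.04, but background Pvalb in other cell types may put many other cells among them, so that value says little about PV cells. The depth at which PV cells lie is argued against as the whole cause in the opossum, because the ratio weighted over depth bins was 1.58 (1.29 to 1.93). That ratio was 1.24 (1.04 to 1.47) in the mouse. The opossum and mouse sums hold different genes and cannot be set against each other. In mouse PV-labelled cells, Ncan and Vcan, which were not found in the opossum, were at 0.850 and 0.890 times other neurons. Of the shared genes, Acan was at 10.8 times and Hapln1 at 2.81, from 5 UMIs each in PV cells. Hapln4 was at 1.90, Bcan at 1.84 and Tnr at 1.07. No sum over the shared genes alone was computed. Since RNA is shared between neighboring cells, both ratios may be too low, and PV labels, which come from expression, may rest in part on these genes. Neither was tested, and a difference between the species stays open as well.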

How the results depend on the processing

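The kernel density, the draws to equal numbers of cells, the labelling rounds, the minimum of 1000 UMIs, UMIs per cell as a covariate, all cells of GABAergic class as denominator and the spaces other than PC2–PC3 are tests chosen only after the results were seen.

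Of 180 comparisons of an alternative with the value reported for a main result, 130 stayed within a limit, 44 moved by more and 6 changed sign. The limit was the SD over regions or the counting interval, and a fixed limit for the shares of genes with 1 sign in every region and for the numbers of subclasses among the highest, which have neither. For single genes and subclasses, 305 of 372 moved by less and 67 by more. Of the genes named here other than mouse Pcp4l1, those whose rho had 1 sign in every region kept it. DEPTOR in the opossum (rho 0.00169) and Gria4 in the mouse (rho 0.00560) changed sign, to -0.0343 and -0.0214 after thinning. With a region left out, their lowest values were -0.00182 and -0.00108. DEPTOR also changed sign under the filter of 200 genes and 300 UMIs (-0.00680). The rho of mouse Pcp4l1, given above, changed sign after thinning as well. The cause was not tested for any change below, apart from those that follow from how an alternative is built. No paired analysis was possible because each species is represented by 1 animal and no test was run.

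Thinning to 300 UMIs lowered Foxp2 minus Cux2 in the opossum to 0.283 and the share of genes with 1 sign of rho in every region from 67.8% to 36.2% in the opossum and from 66.5% to 24.3% in the mouse. In simulated genes without a trend, thinning lowered that share as well. It brought the partial correlation with vertex B to -0.00302 in the opossum and 0.0338 in the mouse, a change of sign, and that with vertex C to 0.0310 in the opossum, also a change of sign, and -0.0450 in the mouse. Whether 300 UMIs per cell are enough for these correlations to show a gradient was not tested.

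With subclass means as vertices, the opossum values were -0.122 for vertex B and 0.0546 for vertex C, and the mouse values -0.0136 and -0.0423. With summed markers, they were -0.0938 and 0.0172 in the opossum and, for vertex C in the mouse, -0.0141. The plain correlation with vertex C in the opossum was 0.0306. In the 2 best separating components, vertex B in the opossum was at -0.372 and vertex C in the mouse at -0.00348. In the plane of the subclass means, the opossum values were -0.413 and -0.339, and in components 1 to 6 they were -0.356 and -0.316. Leaving out each region in turn gave -0.344 to -0.0725 for vertex B in the opossum, -0.161 to -0.0435 for vertex B in the mouse and -0.0927 to 0.0326 for vertex C in the opossum, positive only without region 2. Vertex B was -0.0725 without opossum region 2 and -0.0435 without mouse region 1. The sign for vertex C in the opossum therefore changed with the setting and when region 2 was left out. Each region on its own gave a negative value, but in the PC2–PC3 plane of all regions. When a region was left out, or cells were thinned or filtered, components, vertices and the median depth of IT_B or L4 were computed anew. These changes can therefore not be ascribed to the omitted region or to depth alone. UMIs per cell as a further covariate left the opossum values at -0.178 and -0.0700 and the mouse values at -0.195 and -0.156.

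The Gini index of IT_A was 0.500 from the kernel density, 0.527 with 39 cells drawn and 0.412 to 0.439 with each region left out. That of L2/3 was 0.599 and 0.613 with 60 cells drawn. Fewer cells leave more bins empty, which raises the index by construction. IT_A lay below L2/3 in each of these settings. Among the 6 mouse subclasses with an opossum counterpart, L4, L5PT and L6CT made up the 3 highest indices with at least 200 genes and 300 UMIs, with 10 bins and with the kernel density, and 2 to 3 of them were among the 3 highest with each region left out.

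The density ratio below over above was 0.102 in the opossum and 0.0564 in the mouse for cells labelled in the first round, 1.81 times apart. As cell numbers it was 0.256 in the mouse, and the opossum mean was 1.14 times the mouse mean, since that ratio is not divided by the height on each side. Regions left out in turn gave 0.260 to 0.297 in the opossum, 0.128 to 0.153 in the mouse, and 1.80 to 2.27 for the opossum over the mouse. Without the tallest region of a species, the height was taken from the next tallest region while depths kept their scale, which overstates the ratio. The mouse value of 0.153, without region 1, and the opossum value of 0.279, without region 2, are therefore too high. The 1.80 that follows from 0.153 is too low. The remaining mouse values ran from 0.128 to 0.136. The opossum mean lay above the mouse mean in every setting run.

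Marker-positive cells were mouse cells of any class that held UMIs of Pvalb, Sst, Vip or Lamp5 and of no other of these genes. Of them, 19.2% held Pvalb and 50.3% Sst, so these are not shares of GABAergic cells. Of all mouse cells of GABAergic class, 30.2% carried a Pvalb and 29.0% an Sst label. These shares are lower than among cells with a GABAergic subclass label, which follows from the larger denominator. Net genes over other neurons were at 0.941 in mouse cells with at least 2 Pvalb UMIs and at 1.26 in cells with a PV label. Pvalb was at 1.48 UMIs per 10000 in mouse IT cells and 1.50 in non-neuronal cells, against 5.56 in PV-labelled cells of GABAergic class, so cells chosen by Pvalb UMIs or as marker-positive may include many that hold background RNA, and these values say little about PV cells. Marker-positive cells and numbers of Pvalb UMIs were not run in the opossum, where no feature carries the Pvalb symbol.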

Differences from the paper's values

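The spaces other than PC2–PC3 and the kernel density are tests chosen only after the results were seen, and the other alternatives were set before the data were examined.

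For opossum IT_A, the partial correlation of depth with distance from vertex B was -0.180, against the paper's -0.397 in Table S1. None of the alternatives set before the data were examined closed the gap, and the nearest was -0.344 without region 1. In spaces chosen after seeing the values, the 2 best separating components gave -0.372 and the plane of the subclass means -0.413, both within the SD over regions (0.0380) of the paper's value, whereas components 1 to 6 gave -0.356. For mouse L2/3 and vertex C, the value was -0.152, against the paper's 0.086 in Table S1. The paper's methods describe this correlation as turning negative once distance to L4 is controlled for, which conflicts with the sign in Table S1, so which sign the paper means is not settled here. Against the value of Table S1, none of the alternatives set before the data were examined closed the gap, and no setting run gave a positive value. The nearest was -0.00348, in the 2 best separating components, chosen after seeing the values. The vertices here come from the Stereo-seq cells alone.

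The paper finds the gradient toward vertex C in opossum IT_A and not in mouse L2/3. In PC2–PC3 the mouse value lay farther below 0 than the opossum value of -0.0742. In the other spaces, chosen after seeing the values, the opossum value lay farther below 0 than the mouse value, at -0.118 against -0.00348 in the 2 best separating components, -0.339 against -0.220 in the plane of the subclass means and -0.316 against -0.168 in components 1 to 6. All of these are partial correlations. The plain correlations in these spaces were -0.120 against -0.0775, -0.0603 against -0.139 and -0.00821 against -0.129. Without holding distance from vertex B constant, the mouse value thus lay farther below 0 in the plane and in components 1 to 6. In PC2–PC3 the plain mouse correlation, before distance to L4 was controlled for, was already negative at -0.0883.

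The paper places L4–IT_B, L5PT and L6CT highest by Gini index in both species. Among the 6 subclasses with a counterpart in the other species, 2 of these 3 were here among the 3 highest in each species. In the opossum L5NP was highest at 0.753, and L6CT, at 0.620, lay below IT_B and L5PT. No setting run put all 3 highest in the opossum, and the kernel density, chosen after seeing the values, left out IT_B. In the mouse L2/3, at 0.558, lay just above L4, at 0.557. All 3 were highest of these 6 in the mouse with at least 200 genes and 300 UMIs, with 10 bins, without region 3, without region 4 and with the kernel density, chosen after seeing the values. Mouse L6b, outside these 6, had an index of 0.654 with 20 bins and 0.577 with 10 bins, in both cases above L6CT and L4. It rests on 26 cells, and so few cells raise the index by construction. L6b was not part of the draws to equal numbers. Its interquartile range of depth was 394 µm, against 124 µm for L6CT and 117 µm for L4, so its index does not show a narrower layer.

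The paper numbers the IT_A subclusters differently from the deposited cluster labels: deposited cluster 2 was 72.0% L6CT, and deposited cluster 5 was 54.7% IT_B.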

Other observations

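The test of L5NP by drawing cells was chosen only after its result was seen, and the minimum of 1000 UMIs, the labelling rounds, all cells of GABAergic class as denominator and the spaces other than PC2–PC3 are tests chosen after the data had been seen.

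The density of IT_A cells below over above L4 was higher than that of mouse L2/3 cells in every region, although the shares of cells below L4 were similar when not divided by height (1.14 times as a ratio of cell numbers). Shallow cells that were given the commonest label are argued against as the whole cause: among cells with at least 1000 UMIs, the lowest opossum region was at 0.247 and the highest mouse region at 0.167. Low-confidence subclass labels stay open and cannot be told apart from a wider spread of IT_A. Among cells labelled in the first round, the lowest opossum region was at 0.0638, under the highest mouse region at 0.0672, while the highest opossum region was at 0.162, and few cells of that round lie below L4. A difference between the species stays open and was not tested.

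IT_A depth varied with distance from vertex C in PC2–PC3, by -0.0742. RNA from neighboring cells fits this pattern and stays open, because GABAergic cells over the same depths gave -0.132 and non-neuronal cells -0.231 in the same space. The same classes gave -0.153 and -0.183 in the 2 best separating components, against -0.118 for IT_A, and -0.334 and -0.323 in the plane of the subclass means, against -0.339. The values for these classes were smaller than that of IT_A in components 1 to 6, where GABAergic cells gave -0.0786 and IT_A -0.316, so in that space RNA shared by all classes is argued against as the whole cause. A hypothesis that bears on both is that part of the relation between depth and position in these spaces may come from RNA of surrounding cells. A difference between the species was not tested.

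Opossum cells with a PV subclass label and a glutamatergic class label (142 cells) held 6.85 GAD1 UMIs per 10000 (95% exact Poisson interval 5.71 to 8.17). PV cells of GABAergic class held 14.1 (12.9 to 15.4) and IT cells 1.93 (1.77 to 2.10). Glutamatergic cells that lie beside PV cells cannot be told apart from a mixture of correctly and wrongly labelled cells, because the level lies between those of both groups. No biological explanation was tested.

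Opossum L5NP had the highest Gini index of the 6 subclasses from 39 cells. When the other subclasses were drawn down to that number, another subclass reached its index in 19.5% of 200 draws. The small number of cells stays open and cannot be told apart from a narrow layer, since no larger number of L5NP cells was measured.

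MBP rose with depth in glutamatergic cells of both species. RNA from oligodendrocytes fits part of this in the opossum: glutamatergic cells within 20 µm of an oligodendrocyte held 1.07 times (1.01 to 1.13, counting error only) the MBP of others at the same depth. In the mouse the MBP ratio was 1.07 (0.999 to 1.14), which does not settle it. A hypothesis is that RNA spreads beyond 20 µm, so that cells without a near oligodendrocyte may also hold it. No biological explanation was tested.

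Across 2492 genes with the same symbol in both species, Spearman's rho between the opossum and the mouse gradient with depth was 0.372, and 86.5% had the same sign. Genes are not independent replicates, and UMIs per cell vary with depth in both species, which shifts the sign of many genes together.

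Among cells of GABAergic class that also carry a GABAergic subclass label, Pvalb made up 61.4% in the opossum (197 of 321 cells, 95% interval 55.8% to 66.7%) and 42.1% in the mouse (150 of 356, 36.9% to 47.5%). Sst made up 26.2% and 40.4%, Vip 5.92% and 7.02%, and Lamp5 4.05% and 8.71%. This leaves out 10 of 331 opossum cells of GABAergic class and, in the mouse, 68 of 497 cells with no subclass label and 73 with one of another class. Of all cells of GABAergic class, Pvalb made up 59.5% in the opossum and 30.2% in the mouse, and Sst 25.4% and 29.0%. These shares count labelled cells of 1 animal each.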
